# Effects of Estrogen and Estrogen Receptors on Transcriptomes of HepG2 Cells: A Preliminary Study Using RNA Sequencing

**DOI:** 10.1155/2018/5789127

**Published:** 2018-10-28

**Authors:** Minqian Shen, Jingyi Cao, Haifei Shi

## Abstract

Men have a much higher incidence of hepatocellular carcinoma (HCC), the predominant form of *liver cancer*, than women, suggesting that estrogens play a protective role in liver cancer development and progression. To begin to understand the potential mechanisms of estrogens' inhibitory effects on HCC development, RNA sequencing was used to generate comprehensive global transcriptome profiles of the human HCC-derived HepG2 cell line following treatment of vehicle (control), estradiol (E2), estrogen receptor alpha- (ER*α*-) specific agonist 1,3,5-tris(4-hydroxyphenyl)-4-propyl-1H-pyrazole (PPT), or ER*β*-specific agonist 2,3-bis(4-hydroxyphenyl)-propionitrile (DPN) using a small set of cells. Gene ontology (GO) analysis identified increased expression of genes involved in the biological process (BP) of response to different stimuli and metabolic processes by E2 and ER agonists, which enhanced molecular function (MF) in various enzyme activities and chemical bindings. Kyoto Encyclopedia of Genes and Genomes (KEGG) functional pathway analysis indicated enhanced pathways associated with carbohydrate metabolism, complement and coagulation cascades, and HIF-1 signaling pathway by E2 and ER agonists. GO analysis also identified decreased expression of genes by E2, PPT, and DPN involved in BP related to the cell cycle and cell division, which reduced MF in activity of multiple enzymes and microtubule activity. KEGG analysis indicated that E2, PPT, and DPN suppressed pathways associated with the cell cycle; E2 and PPT suppressed pathways associated with chemical carcinogenesis and drug metabolism, and DPN suppressed DNA replication, recombination, and repair. Collectively, these differentially expressed genes across HepG2 cell transcriptome involving cellular and metabolic processes by E2 and ER agonists provided mechanistic insight into protective effects of estrogens in HCC development.

## 1. Introduction

Hepatocellular carcinoma (HCC), a common type of primary liver cancer, is one of the most malignant cancers, with increasing incidence and mortality rate worldwide [1–3]. Epidemiologic studies indicate sex dimorphic HCC incidence that is three- to five-fold higher in men compared with women in all groups examined. Additionally, among HCC patients, women have better prognosis with higher survival rates than men [4–9]. Such sex disparity suggests that estrogens may play protective roles in HCC development and progression [4, 7, 10].

Estrogen effects are not limited only to regulate reproductive physiology and function but also to regulate many other important nonreproductive functions, including cell growth, proliferation, apoptosis, immune responses, and metabolism. The liver is one of the estrogen-targeted organs. Estrogens play important roles in regulating cell proliferation and functions in the liver, leading to many sex differences in its gene expression, mitochondrial function, and activity of carbohydrate and lipid metabolic enzymes [10].

Findings from animal research did not clarify the role of estrogens in liver carcinogenesis. Depending on the type of estrogens and animal models, the reported effects are controversial, although the majority of the literature supports estrogens' protective roles in liver cancer. Some studies have reported promotional effects of synthetic estrogens ethinylestradiol in oral contraceptive [11–13] and diethylstilbestrol [14] on liver cancer growth. According to this line of research, it seems that HCC risk would be greater in women because women are exposed to more synthetic estrogens than men for contraception or to prevent complications of pregnancy, which is contradictory to the fact reported by epidemiological studies that HCC incidence is much lower in women than in men. The literature also suggests an association between increased liver cancer and antiestrogen or reduced estrogen levels. Specifically, feeding female rats a diet containing antiestrogen tamoxifen promotes liver tumor growth and induces HCC in these rats [15–17]. Additionally, ovariectomized female mice with reduced endogenous levels of estrogens develop greater numbers of liver tumors compared with intact female mice [18–21]. These studies collectively support the idea that estrogens suppress liver carcinogenesis.

Estrogens act on the nuclear estrogen receptors (ERs) ER*α* and ER*β*, both of which are expressed in diseased liver tissues from HCC specimens [22–26]. ER*α* and ER*β* are ligand-activated transcription factors composed of several domains for hormone binding, DNA binding, and transcriptional activation. Estrogen-ER complex binds to estrogen responsive element of DNA and works as a transcriptional factor that regulates gene expression. The roles of ERs in HCC are complex. Previous studies have reported decreased ER*α* gene expression in human HCC-derived HepG2 cells with hepatitis B virus infection [27, 28] and in liver tumor tissue of HCC patients [29, 30]. Furthermore, Hishida et al. performed a genome-wide analysis in HCC patient samples and identified ER*α* as a candidate tumor suppressor gene [31]. We have reported that estradiol (E2), the predominant and biological active form of estrogens in nonpregnant, premenopausal female subjects, and ER agonists inhibit HepG2 cell proliferation and stimulate apoptosis *in vitro* [32]. Additionally, E2 and ER agonists have been reported to suppress the progression of tumor growth, fibrosis, and HCC carcinogenesis *in vivo* [25, 33, 34]. These studies suggest that the suppression of the ER signaling pathway triggers tumorigenesis leading to HCC, while the activation of ERs reduces HCC. Although this evidence strongly indicates that estrogens and ER signaling have protective effects on HCC pathogenesis, the underlying molecular mechanism largely remains to be elucidated. To understand the potential molecular mechanisms of estrogen and ERs in HCC, RNA sequencing (RNA-Seq) was used to generate comprehensive global transcriptome profiles of HepG2, the most commonly studied human HCC cell line, following treatment of vehicle (control), estradiol (E2), ER*α*-specific agonist PPT, or ER*β*-specific agonist DPN. We hypothesized that E2 and ER agonists would induce an anticancer transcriptomic profile in HepG2 cells.

We searched PubMed using (RNA sequencing OR RNA seq OR sequencing OR microarray) AND (estrogen OR estradiol) AND (HepG2 OR liver cancer OR hepatocellular carcinoma OR liver carcinoma). Majority of these references have studied different types of cancer other than HCC, including breast, ovarian, testicular, uterine endometrial, and bladder cancers, and many of these studies have identified estrogen as a key player. However, both an *in vivo* animal model and *in vitro* cell culture analyses indicate that genetic and genomic regulation by estrogens and ER agonists is highly cell type- and tissue type-specific [35–38]. Thus, transcriptional responses to estrogens and ER agonists in HCC are expected to be quite different from other cancer types. To our knowledge, this is the first study that investigated the effects of E2 and ER agonists in HCC global transcriptome analysis using RNA-Seq. Our findings indicated that HepG2 cells treated with E2, ER*α*-, or ER*β*-specific agonist suppressed cell growth by changing genes related to cell cycles, proliferation, apoptosis, metabolism, and responses to various stimuli. Identifying roles of estrogens and ERs would provide comprehensive understanding of estrogenic mechanisms in HCC development and shed light on potential treatments for liver cancer patients.

## 2. Materials and Methods

### 2.1. Cell Culture

HepG2, a human HCC-derived cell line, was originally obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and authenticated using short tandem repeat analysis by ATCC. HepG2 cells were maintained in phenol red-free DMEM supplemented with 10% (*v*/*v*) heat-inactivated and charcoal-stripped FBS, 1% antibiotics of 50 U/ml penicillin, and 50 *μ*g/ml streptomycin (Invitrogen, Grand Island, NY) at 37°C in a humidified atmosphere of 5% CO_2_ and 95% air. The initial cell concentration was 1 × 10^5^/ml. When cells were 70%–80% confluent, culture medium was starved in low serum (0.1% *v*/*v* FBS) for 16 h prior to experiments.

To examine the roles of E2 and specific ERs in growth and transcriptome of HepG2 cells, cells of the control group were treated with 1 *μ*M dimethyl sulphoxide (DMSO; control; *n* = 3) that does not affect gene expression, a serial concentration of water soluble 17*β*-estradiol (E2; 1 *μ*M; Sigma-Aldrich, St. Louis, MO, USA; *n* = 3), ER*α* selective agonist 4,4′,4^″^-(4-propyl-[1H]-pyrazole-1,3,5-triyl)trisphenol (PPT, 1 *μ*M; Fisher, Waltham, MA, USA; *n* = 3), and ER*β* selective agonist 2,3-bis(4-hydroxyphenyl)-propionitrile (DPN; 1 *μ*M; Fisher, Waltham, MA, USA; *n* = 3). The doses of these chemicals are based on our preliminary dose curve analysis and are commonly used in liver cancer cell culture studies [32, 39]. All chemicals were first dissolved in DMSO and then diluted to final concentration using cell culture medium. Cells were harvested 48 hours after treatment, a time period with growth differences among treatment in HepG2 cells and optimal for determining gene expression. Notably, this study should be considered as a preliminary study due to the relatively small sample size.

### 2.2. Cell Counting, Proliferation, and Apoptosis

The numbers of cells with diameters within a 6–50 *μ*m range were measured using a TC10TM automated cell counter (Bio-Rad, Hercules, CA, USA). Cell proliferation was indicated by bromodeoxyuridine (BrdU) incorporation analysis using an enzyme-linked immunosorbent assay (ELISA) kit (Millipore Corporation, Billerica, MA, USA). Cell apoptosis was indicated by an apoptosis marker cleaved cysteine-aspartic acid protease (caspase) 3, a critical executioner in apoptotic cells responsible for proteolytic cleavage of many key proteins [40], using a Western blotting detection kit (Cell Signaling, Danvers, MA, USA).

### 2.3. RNA Isolation and Quality Control

Total RNA was isolated from ~10^6^ HepG2 cultured cells using an RNeasy Mini Kit (Qiagen, Foster City, CA, USA) following the manufacturer's instructions. The RNA samples were monitored by gel electrophoresis, and their concentrations were quantified using a NanoDrop 2000 Spectrophotometer (Thermo Scientific, Wilmington, DE, USA). Concentrated RNA samples were submitted to the Genomics, Epigenomics and Sequencing Core at the University of Cincinnati (http://med.uc.edu/eh/cores/genomics). High quality of RNA samples with an RNA integrity number (RIN) above 9 was used for library preparation.

### 2.4. RNA-Seq

The RNA-Seq was performed according to the manufacturer's protocols as well as standardized protocols developed by the Genomics, Epigenomics and Sequencing Core facility at the University of Cincinnati. An automated, strand-specific library preparation method was employed using PrepX RNA-Seq samples and a library preparation kit (WaferGen Biosystems, Fremont, CA, USA) with Apollo 324 NGS automated library prep system (WaferGen Biosystems). Briefly, the isolated polyA-RNA from 1 *μ*g total RNA input was fragmented to 200 nucleotides with RNase III, adaptor-ligated to single-stranded RNA, and converted into complementary DNA (cDNA) using superscript III reverse transcriptase (LifeTech, Grand Island, NY, USA), followed by automated purification using Agencourt AMPure XP beads (Beckman Coulter, Indianapolis, IN). The cDNA libraries were amplified with 12 PCR cycles using the universal and index-specific primer, purified by AMPure XP beads in Apollo 324 system, and the quality and yield of purified library were checked by Bioanalyzer (Agilent, Santa Clara, CA, USA) using a DNA high sensitivity chip. The library concentration for clustering was measured by Kapa Library Quantification kit (Kapa Biosystems, Woburn, MA, USA) using ABI's 9700HT real-time PCR system (Thermo Fisher). Individually indexed and compatible libraries were proportionally pooled for clustering in the cBot system (Illumina, San Diego, CA, USA). The libraries were then sequenced as single-end 50 bp on the Illumina HiSeq 2000 system.

### 2.5. Transcriptome and Functional Analysis

Approximately 25 million sequence reads were retrieved from each sample and were aligned to the human genome (ENSEMBL GRCh38.p10) using the standard Illumina sequence analysis pipeline. Differential gene expression was analyzed using R package DESeq2 by the Laboratory for Statistical Genomics and Systems Biology at the University of Cincinnati. All the genes produced by the DESeq2 differential analysis were ranked by the log2 fold change values (Tables S1–S3). The expression levels of genes were analyzed to identify differentially expressed genes (|log2 fold change| > 1.5; *P*_adj_ < 0.01), because some genes with small fold changes could be statistically significant but may not be promising candidates for further investigation. The sequence data were deposited at Gene Expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/info/seq.html, a publicly available database. The accession number is GSE112983.

Gene ontology (GO) enrichment analysis was performed using ClueGO (http://apps.cytoscape.org/apps/cluego) [41]. GO annotates significantly expressed genes to a biological process (BP), molecular function (MF), and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms, and assigns genes to functional pathways [42]. Terms with a *P* value < 0.05 were considered significant.

### 2.6. Quantitative Real-Time PCR

Total RNA (1 *μ*g) isolated from HepG2 cells treated with DMSO (control), E2, PPT, or DPN (*n* = 3 for each treatment group) was reverse transcribed into cDNA using a cDNA synthesis kit (Bio-Rad, Hercules, CA). The primers were synthesized by Integrated DNA Technologies (San Jose, CA). Relative expression of three differentially expressed genes indicated by RNA-Seq and known to be regulated by estrogens, *PPARG*, *SOCS3*, and *IL6R*, was measured in this preliminary study. Other identified differentially expressed genes will be validated in the future. *ACTB* was used as a reference gene, since *ACTB* mRNA level did not vary among groups with different treatments according to RNA-Seq analysis. *ACTB* forward primer was GTG GGG CGC CCC AGG CAC CA, and reverse primer was GTC CTT AAT GTC ACG CAC GAT TTC. *PPARG* forward primer was TCT GGC CCA ACT TTG GG, and reverse primer was CTT CAC AAG CAT GAA CTC CA. *SOCS3* forward primer was GGA GTT CCT GGA CCA GTA CG, and reverse primer was TTC TTG TGC TTG TGC CAT GT. *IL6R* forward primer was CAG CTG AGA ACG AGG TGT CC, and reverse primer was GCA GCT TCC ACG TCT TGA. Quantitative real-time PCR was carried out using SYBR green master mixes and an iCycler (Bio-Rad, Hercules, CA). Amplified products were confirmed via gel electrophoresis and melt curve analysis. Results were generated from triplicate experiments. Relative quantification of gene expression was normalized using the housekeeping gene *ACTB*, calculated by the 2^−ΔΔCt^ method [43], and presented using the control group as 100%.

### 2.7. Statistical Analyses

Cell number, proliferation, apoptosis, and gene expression from quantitative PCR data were presented as mean ± SEM and were compared using one-way analysis of variance (ANOVA) followed by Tukey's multiple comparison post hoc test (GraphPad Prism 7; La Jolla, CA, USA) to compare different treatment effects. *P* values < 0.05 was considered statistically significant. The differentially expressed genes among treatment groups were analyzed using R package DESeq2 by the Laboratory for Statistical Genomics and Systems Biology at the University of Cincinnati with a |log2 fold change| > 1.5 and *P*_adj_ < 0.01 considered to be statistically significant.

## 3. Results

### 3.1. Effects of E2 and ER Agonists on HepG2 Cell Number, Proliferation, and Apoptosis

E2 and ER agonists significantly reduced the HepG2 cell number comparing with the control group (Figure 1(a)), consistent with our previous finding [32]. Specifically, E2 and ER*α* agonist PPT similarly reduced cell number by 75.90 ± 2.09% and 76.36 ± 1.05%, respectively; while ER*β* agonist DPN further reduced cell number to 7.03 ± 0.82% compared to the control group. Cell numbers were determined by cell proliferation and apoptosis, both of which were assessed. Cell proliferation mirrored the results of cell numbers among treatment groups. E2 and ER agonists significantly suppressed cell proliferation, indicated by lowered BrdU incorporation, compared with the vehicle-treated cells (Figure 1(b)). Specifically, E2 and ER*α* agonist PPT significantly reduced BrdU incorporation to 79.02 ± 2.95% and 87.75 ± 2.95%, respectively, and ER*β* agonist DPN further decreased BrdU incorporation to 48.70 ± 1.77% of control cells with vehicle treatment. E2 and ER agonists also significantly induced cell apoptosis, indicated by increased activity of caspase 3, compared with the control group (Figure 1(c)). Similar to the effects of E2 and ER agonists on cell proliferation, ER*β* agonist DPN had the greatest effect on the induction of apoptosis. Specifically, E2 and ER*α* agonist PPT significantly promoted apoptosis by 41.96 ± 0.84 and 36.62 ± 0.94 folds, respectively, and ER*β* agonist DPN further promoted apoptosis by 121.52 ± 2.82 folds compared with the cells of the control group. These results indicated that E2 and ER-specific agonists suppressed HepG2 cell growth via suppressing proliferation and promoting apoptosis, with ER*β*-specific agonist having greater effects than E2 and ER*α*-specific agonist.

### 3.2. Effects of E2 and ER Agonists on HepG2 Cell Global Transcriptome

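The cells were HepG2, a human hepatocellular carcinoma line. They were starved for 16 h, kept in medium with 0.1% FBS and treated for 48 h with 1 µM of E2, PPT or DPN, or with the vehicle DMSO. The paper states that every chemical was dissolved in DMSO first, and calls its E2 water soluble. E2 is the natural steroid estrogen, while PPT and DPN are nonsteroidal compounds selective for ERα and ERβ. E2 moved the transcriptome farthest. On the first principal component of log2 counts, which held 54.2% of the variance, the E2 libraries lay at 90.2 and 90.4 and the other libraries between -37.7 and -18.2. The control libraries stood apart on the second component (21.4%), at 55.8 and 56.3 against -24.9 to -6.6 for treated cells, and PPT separated from DPN on the next one (11.8%). Poly(A) RNA was read as strand-specific single-end reads of 50 bp, and the authors counted reads per gene on GRCh38.p10. These raw counts were used here without further change. 2 libraries per treatment were analysed, 8 in all, with 25103160 to 29670814 counts each. The paper gives 3 replicates per group and about 25 M reads, the sample labels 27 to 30 M, and the paper and labels name different sequencing instruments. The 15460 genes with enough counts were tested with edgeR's quasi-likelihood F test in one fit of the 8 libraries, scaled by TMM. Levels are given as CPM after this scaling (mean ± SD, n = 2). Gene groups come from 48 lists drawn up before the counts were examined, when symbols and some fold changes of the paper's Tables S1 to S3 had been seen. Each list was tested against all other genes with limma's camera at a preset correlation of 0.01, and p-values were adjusted over 144 list tests against the control. Replicates of a group correlated at 0.989 to 0.991 across genes, which are not independent replicates. Neither the paper nor the labels say that replicates were separate cultures, so the p-values measure only the spread between these samples, which may be technical.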

Regulation of the target genes in response to E2, PPT, or DPN treatment was analyzed using RNA-Seq as an approach for transcriptome-wide gene expression profiling. The transcriptome analysis revealed 956 upregulated genes and 380 downregulated genes by E2 treatment (Table S1), 242 upregulated genes and 397 downregulated genes by ER*α*-specific agonist PPT treatment (Table S2), and 254 upregulated genes and 271 downregulated genes by ER*β*-specific agonist DPN treatment (Table S3), compared to the control treatment.

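E2 changed the most genes. At the paper's thresholds, a log2 fold change above 1.5 in size and an adjusted p under 0.01, 1106 genes were higher and 460 lower with E2 than with the vehicle. PPT raised 294 genes and lowered 442, and DPN raised 297 and lowered 313. Rises made up 70.6% of the called genes with E2, 39.9% with PPT and 48.7% with DPN. With E2 this depended on the scaling, as rises were 54.6% with library size alone. Among genes with a mean CPM of at least 5, the E2 rises were led by GeneID 3486, IGFBP3, a carrier of insulin-like growth factors, which went from 2.74 ± 0.0441 to 220 ± 3.19 CPM. Within the same limit, the falls with E2 were led by the UGT1A genes, which encode enzymes that attach glucuronic acid to bilirubin, steroids and drugs. UGT1A1 went from 44.5 ± 2.16 to 0.697 ± 0.152 CPM. Without a fold minimum, 62.6% of the tested genes changed with E2, 45.7% with PPT and 48.5% with DPN at an adjusted p under 0.05. The median size of the log2 fold change over the tested genes was 0.533 with E2, 0.344 with PPT and 0.374 with DPN.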

Among the upregulated genes, 868 unique genes were upregulated by E2 treatment, 78 unique genes were upregulated by PPT treatment, and 81 unique genes were upregulated by DPN treatment. 

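By these calls, 985 genes rose with E2 alone, 92 with PPT alone and 88 with DPN alone. A call with 1 compound does not show that the others act differently, so the largest cases were also compared directly. HSPA6, an inducible heat shock protein of the HSP70 family (GeneID 3310, chromosome 1 from 161524540 to 161526894 of GRCh38), was higher with E2 than with PPT by 5.38 (standard error 0.24, adjusted p = 9.55e-17) on the log2 scale. It was higher than with DPN by 5.60 (standard error 0.25, adjusted p = 8.96e-17). SLC5A3, which carries sodium and myo-inositol into the cell (GeneID 6526), exceeded its PPT level by 5.39 (95% interval 5.22 to 5.55) and its DPN level by 4.78 (4.62 to 4.95). UCP2, a mitochondrial uncoupling protein (GeneID 7351), was called with PPT and with DPN, and the difference of DPN from PPT was -1.99 (standard error 0.13, adjusted p = 5.38e-12). Reads of HSPA6 can also match its near copy HSPA7, whose log2 fold change with E2 was 5.82 (adjusted p = 4.45e-16).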

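PPT and DPN raised many of the same genes. Of their 294 and 297 called rises, 173 were shared, where 5.65 would be shared if the calls were independent. E2 shared 85 rises with PPT (21 if independent) and 92 with DPN (21.2). CYP24A1, which breaks down vitamin D (GeneID 1591), rose by 3.35 ± 0.20 (log2, standard error) with PPT and by 3.22 ± 0.20 with DPN, against 0.48 (adjusted p = 0.0982) with E2. MEI1, known from meiotic recombination (GeneID 150365), rose by 3.67 ± 0.19 and 3.85 ± 0.19, against 0.60 (adjusted p = 0.038) with E2. All the comparisons use the same 2 control libraries, which by itself can make calls overlap, and they are too few to split. In 20 draws of unchanged groups and controls, simulated from the control levels with the spread between replicates, every pair shared 0 calls. These draws hold no changed genes and no deviation common to both real controls. How much of the overlap comes from the controls was not measured. Across genes, the covariance of log2 fold changes was 0.451 for PPT and DPN, 0.258 for E2 and PPT and 0.272 for E2 and DPN. Its mean over the 20 draws was 0.0541 to 0.0552, by pair, and the highest draw gave 0.0625. Their correlation was 0.65 for PPT and DPN, above the simulated mean of 0.488, but 0.27 for E2 and PPT and 0.285 for E2 and DPN, below the simulated 0.459 and 0.463. Likewise 73.5% of genes had the same sign with PPT and DPN (66.5% simulated), but 59.8% with E2 and PPT (66.1%) and 59.3% with E2 and DPN (66.2%). The simulated correlations and shares come from the shared controls alone, with no gene changed. Changes particular to 1 compound lower them, so lower values with E2 do not show that it shares no changes with the agonists.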

60 common genes were upregulated by E2 and PPT, 69 common genes were upregulated by E2 and DPN, and 145 common genes were upregulated by PPT and DPN. Additionally, the Venn diagram analysis identified 41 upregulated genes being commonly regulated across all three treatments (Figure 2(a); Table S4).

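Genes raised by every compound included a kinase scaffold, a regulator of autophagy and a receptor for progesterone. There were 56 of them, where independent calls would share 0.404. AKAP12, a scaffold protein for protein kinase A (GeneID 9590, chromosome 6 from 151239967 to 151358559 of GRCh38), stood at 54.3 ± 1.67 CPM in control cells, 240 ± 17.5 with E2, 327 ± 5.98 with PPT and 502 ± 6.27 with DPN. DEPP1, a regulator of autophagy, rose by 1.76 ± 0.11 with E2, 3.41 ± 0.10 with PPT and 2.65 ± 0.10 with DPN (log2 fold change ± standard error), and PAQR5, a membrane progesterone receptor, by 2.17 ± 0.21, 2.04 ± 0.21 and 3.20 ± 0.20. HID1, a protein of the secretory pathway, rose by 3.54 ± 0.16, 4.07 ± 0.15 and 3.28 ± 0.16. KRT17, an epithelial keratin, was likewise called with every compound, with 2.35 ± 0.35, 3.46 ± 0.31 and 4.25 ± 0.30. Adjusted p-values of these genes ran from 2.76e-22 (AKAP12 with DPN) to 1.51e-06 (KRT17 with E2).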

Among the downregulated genes, 221 unique genes were downregulated by E2 treatment, 174 unique genes were downregulated by PPT treatment, and 68 unique genes were downregulated by DPN treatment. 

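By these calls, 288 genes fell with E2 alone, 205 with PPT alone and 100 with DPN alone. The count for E2 depended on the scaling, and was 475 when libraries were scaled by size and not by TMM. MEP1A, the alpha subunit of the metalloprotease meprin A (GeneID 4224, chromosome 6 from 46793389 to 46839778 of GRCh38), fell from 14 ± 0.537 CPM to 0.414 ± 0.11 with E2, 2.28 ± 0.324 with PPT and 7.28 ± 0.482 with DPN. The difference of E2 from DPN was -4.13 (standard error 0.27, adjusted p = 4.83e-13). ODAM, a secreted protein first known from enamel (GeneID 54959), fell from 19.5 ± 0.566 to 0.703 ± 0.0944 CPM with PPT, whereas E2 gave 0.70 (adjusted p = 3.5e-05). The difference between these compounds was 5.49 on the log2 scale (95% interval 5.08 to 5.90). CPB2, a carboxypeptidase that slows clot breakdown (GeneID 1361), fell with PPT from 108 ± 6.82 to 6.55 ± 0.868 CPM and was 2.71 higher with DPN than with PPT (2.49 to 2.93).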

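PPT and DPN lowered 189 genes in common (8.95 if independent), E2 and PPT 148 (13.2) and E2 and DPN 124 (9.31). CHST9, a sulfotransferase of complex sugars (GeneID 83539), changed by -3.24 ± 0.20 with E2, -3.64 ± 0.20 with PPT and -2.40 ± 0.18 with DPN (log2 fold change ± standard error). ERP27, a protein of the endoplasmic reticulum (GeneID 121506), changed by -2.36 ± 0.18, -3.77 ± 0.20 and -2.29 ± 0.18. Some genes went opposite ways: 54 were called with E2 and PPT in opposite directions and 29 with E2 and DPN, where 40.4 and 31.2 would be if calls were independent. Of the 29, 10 are copies of SNAR-A with the same counts in every library. C5AR1, the receptor for complement fragment C5a, was one: -2.81 (adjusted p = 1.34e-05) with E2 and 3.36 (adjusted p = 3.13e-12) with PPT. LAMP3, a lysosomal membrane protein, was another, with -1.87 (adjusted p = 3.29e-06) and 3.31 (adjusted p = 5.03e-15).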

138 common genes were downregulated by E2 and PPT, 118 common genes were downregulated by E2 and DPN, and 182 common genes were downregulated by PPT and DPN. Additionally, there were 97 common genes downregulated by all three treatments (Figure 2(b); Table S4).

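The 100 genes that fell with every compound, where independent calls would share 0.266, were rich in the machinery of mitosis. NDC80, which ties the kinetochore to microtubules (GeneID 10403, chromosome 18 from 2571557 to 2616635 of GRCh38), fell from 52 ± 1.87 CPM to 8.2 ± 0.0423 with E2, 9.13 ± 0.46 with PPT and 5.6 ± 1.06 with DPN. AURKB, a kinase of chromosome segregation (GeneID 9212), changed by -2.21 ± 0.21, -2.003 ± 0.20 and -3.02 ± 0.22 (log2 fold change ± standard error), and CDCA8, its partner in the same complex, by -2.53 ± 0.14, -2.10 ± 0.13 and -3.06 ± 0.14. RRM2, a subunit of the enzyme that makes deoxyribonucleotides, changed by -1.91 ± 0.09, -2.25 ± 0.09 and -2.22 ± 0.09. AKR1D1, a reductase of bile acid and steroid synthesis, changed by -1.68 ± 0.13, -1.54 ± 0.13 and -1.56 ± 0.13.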

### 3.3. Effects of E2 and ER Agonists on Upregulated Pathways in HepG2 Cell

We then investigated the biological roles of the differentially expressed genes of HepG2 cells treated with E2 or ER agonists using GO analysis and grouped into BP, MF, and KEGG functional pathway enrichment analysis.

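Acute-phase genes rose with E2. Of 20 tested genes of acute-phase plasma proteins, 14 were higher, 4 were lower and 2 did not pass the test (14 higher and 4 lower when adjusted over the list alone), with a median log2 fold change of 1.39. The list passed against all other genes (adjusted p = 1.69e-16, and adjusted p = 0.0302 with an estimated correlation). SERPINA3, the antichymotrypsin of plasma, rose 9.48-fold, from 928 ± 53.1 to 8796 ± 555 CPM. CP, the copper carrier ceruloplasmin, rose by 3.19 (standard error 0.07, adjusted p = 7.74e-23), ITIH3 by 2.89 ± 0.07 and C3, the central complement protein, by 2.01 ± 0.06. With PPT, 11 fell and 7 rose (7 higher and 12 lower when adjusted over the list alone), a net fall (adjusted p = 0.00029) that was lost at adjusted p = 0.152 with an estimated correlation. HP, the hemoglobin scavenger haptoglobin, changed by -1.50 there (adjusted p = 4.9e-16). DPN gave 6 higher and 9 lower members (6 and 9 adjusted over the list alone), and the list did not pass (adjusted p = 0.283).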

GO analysis identified increased expression of genes involved in BP related to responses to wounding and acute inflammation, regulation of biological and multicellular organismal processes, localization, transport, and activities of hydrolase and endopeptidase by E2 (Figure 3(a); Table S1). The upregulated genes were enriched in MF annotations linked to activities of enzymes, their regulators, and Na^+^ transporter, as well as bindings of steroid, receptor, GAPase, and glycosaminoglycan by E2 (Figure 4(a); Table S1). These upregulated genes associated with KEGG pathways linked to carbohydrate metabolism, complement and coagulation cascades, and hypoxia-inducible factor-1 (HIF-1) signaling pathway were enhanced by E2 treatment (Figure 5(a); Table S1).

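The largest rises with E2 included genes of membrane transport, cell adhesion and iron handling. SLC5A3 was the most abundant of them, at 35.6 ± 1.08 CPM in control cells and 1537 ± 99.3 with E2, a log2 fold change of 5.43 (standard error 0.08, adjusted p = 5.75e-27). TNS1, which links integrins to actin (GeneID 7145, chromosome 2 from 217799588 to 218033982 of GRCh38), went from 6.75 ± 0.301 to 323 ± 3.39 CPM. HAMP, the iron hormone hepcidin (GeneID 57817), rose by 5.77 ± 0.33 on the log2 scale with E2, 2.63 ± 0.40 with PPT and 1.23 ± 0.47 with DPN. SLC28A1, a sodium-coupled nucleoside transporter (GeneID 9154), rose by 5.53 ± 0.35 and FXYD1, a small regulator of the sodium pump (GeneID 5348), by 5.26 ± 0.36. TNNI2, a troponin of fast muscle, and S100A3, a calcium-binding protein, rose from 0.178 ± 0.204 and 0.228 ± 0.179 CPM by 6.04 ± 0.45 and 5.46 ± 0.43. With E2 the adjusted p of S100A3 was 2.12e-11 and that of HAMP 1.69e-14, and with DPN that of HAMP was 0.0342.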

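E2 raised genes of sugar metabolism and of the plasma cascades. Of 20 glycolysis genes, 16 were higher, none was lower and 4 did not pass the test (16 higher and 0 lower when adjusted over the list alone), led by ENO2, an enolase (2.84 ± 0.07, log2 and standard error), ALDOC, an aldolase (2.34 ± 0.09), and PGK1 (1.30 ± 0.06). This list gave adjusted p = 4.48e-12, and adjusted p = 0.0803 with an estimated correlation. Of 22 genes of starch, sucrose and glycogen metabolism, 16 were higher, 3 were lower and 3 did not pass the test (16 higher and 5 lower when adjusted over the list alone). They included GBE1, the glycogen branching enzyme (1.73 ± 0.10), and GYS1, glycogen synthase (1.84 ± 0.11). This gave adjusted p = 0.000365, and adjusted p = 0.179 with an estimated correlation. Among 8 gluconeogenesis genes, PCK1, the cytosolic carboxykinase that starts the pathway, rose by 3.04 ± 0.13 and its mitochondrial relative PCK2 changed by -1.59 ± 0.07. In all, 4 were higher, 2 were lower and 2 did not pass the test (4 higher and 2 lower when adjusted over the list alone). The list gave adjusted p = 0.00357, and adjusted p = 0.0982 with an estimated correlation. Of 57 complement and coagulation genes, 30 were higher, 14 were lower and 13 did not pass the test (30 higher and 15 lower when adjusted over the list alone), with a median of 0.63. The test gave adjusted p = 5.61e-07, and adjusted p = 0.0399 with an estimated correlation. Coagulation factor F5 rose by 1.71 ± 0.06 and C4B, which shares reads with C4A, by 1.52 ± 0.06. In the plot of complement, coagulation and acute-phase genes, the medians lie above 0 with E2 and below 0 with PPT.

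**Figure D1:**
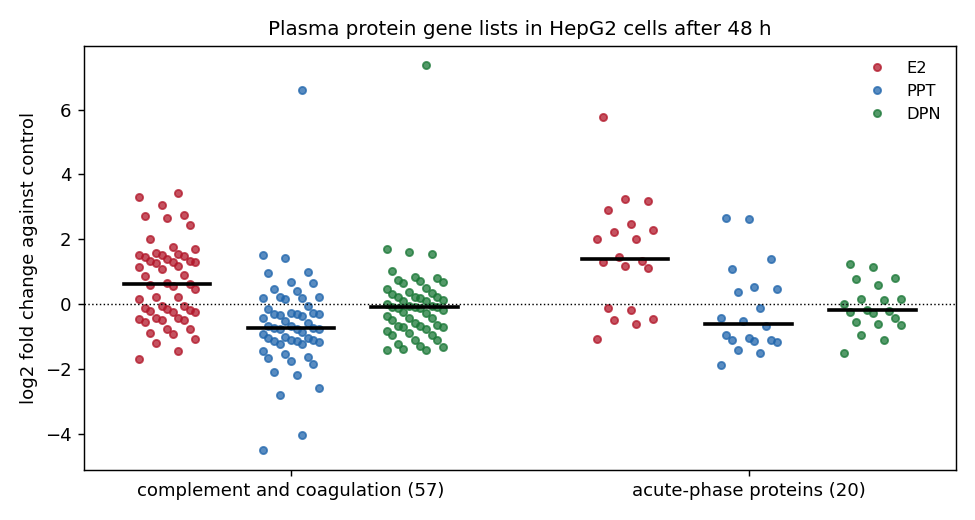
Log2 fold change against the control (vertical axis) of each tested gene (points) of 57 complement and coagulation genes and 20 acute-phase genes, by compound. Black lines are medians: 0.63, -0.73 and -0.10 for complement and coagulation with E2, PPT and DPN, and 1.39, -0.61 and -0.19 for acute-phase genes; the top points with PPT and DPN are THBD, which had no counts in the controls, so that its fitted height is no estimate.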

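PPT raised aldo-keto reductases, a mitochondrial uncoupler and a precursor of secreted peptides. AKR1C1 and AKR1C2, reductases that convert steroid hormones and share most of their sequence and some reads, rose by 3.03 ± 0.08 and 3.08 ± 0.08 (log2 fold change ± standard error). CYP19A1, the aromatase that makes estrogens, rose by 2.19 ± 0.12 and AKR1C4 by 2.07 ± 0.12. UCP2 went from 1.95 ± 0.115 to 41.8 ± 2.82 CPM, a log2 fold change of 4.42 (standard error 0.16, adjusted p = 4.4e-18), at chromosome 11 from 73974672 to 73982843 of GRCh38. OSCAR, an immunoglobulin-like receptor first known from osteoclasts (GeneID 126014), rose by 4.45 ± 0.21, and VGF, a precursor of secreted peptides of neurons (GeneID 7425), by 3.39 ± 0.23. FICD, which modifies the chaperone BiP (GeneID 11153), rose by 3.18 ± 0.27. Adjusted p-values were 1.13e-10 or lower. AOX1, an aldehyde oxidase, and MGST1, a microsomal glutathione transferase, both of drug metabolism, rose by 2.004 ± 0.08 and 1.68 ± 0.07.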

GO analysis identified upregulated genes involved in BP related to nerve impulse transmission, cellular response to jasmonic acid stimulus, negative regulation of apoptotic signaling pathway, regulation of epidermis development, and metabolic processes of hormone and various nutrients by ER*α* agonist PPT (Figure 3(a); Table S2), which enhanced MF in activities of oxidoreductase, steroid dehydrogenase, monooxygenase, carbon-nitrogen bond ligase, and kinase inhibitor, and bindings of carboxylic acid, monocarboxylic acid, and amino acid (Figure 4(a); Table S2).

The upregulated genes by ER*β* agonist DPN were involved in BP related to the regulation of the metabolic process, response to jasmonic acid stimulus and nutrient, peptidyl-tyrosine phosphorylation, leukocyte migration, blood vessel remodeling, and protein processing (Figure 3(a); Table S3), which enhanced MF in activities of oxidoreductase, monooxygenase, protein kinase regulator, steroid dehydrogenase, and ligase, as well as growth factor binding (Figure 4(a); Table S3). 

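DPN's largest rises included an actin protein and an enzyme of purine turnover. SEL1L3 (GeneID 23231, chromosome 4 from 25747433 to 25863760 of GRCh38) went from 1.79 ± 0.109 to 28.8 ± 0.439 CPM, while E2 lowered it, with -1.001 ± 0.26 (log2 fold change ± standard error). AMPD3, an AMP deaminase (GeneID 272), rose by 3.91 ± 0.26, and was 1.23 higher with DPN than with PPT (95% interval 0.81 to 1.65). PALLD, the actin-bundling protein palladin (GeneID 23022), rose by 3.50 ± 0.11, 0.89 above PPT (0.70 to 1.09). TIMP1, an inhibitor of matrix metalloproteases, rose by 3.17 (standard error 0.11, adjusted p = 2.25e-18). CYP1A1, an inducible monooxygenase, rose by 1.60 ± 0.16 and OSCAR by 3.79 ± 0.21. DUSP5, a phosphatase that switches off ERK, rose by 2.73 (standard error 0.09, adjusted p = 3.87e-19).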

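Complement and coagulation genes went both ways with DPN. Of the 57 tested, 14 were higher, 25 were lower and 18 did not pass the test (14 higher and 25 lower when adjusted over the list alone), with a median log2 fold change of -0.10. The list did not pass (adjusted p = 0.0965, and adjusted p = 0.274 with an estimated correlation). 4 members passed the paper's thresholds as rises. One was THBD, thrombomodulin, with 43 counts over both DPN libraries and none over both controls, at least 15-fold higher against a floor of 3 counts over the controls. CLU, the chaperone clusterin, changed by -1.09 ± 0.07 and FGB, a fibrinogen chain, by -0.96 ± 0.07 (log2 fold change ± standard error). PPT lowered the group: 13 were higher, 36 were lower and 8 did not pass the test (13 higher and 36 lower when adjusted over the list alone), with adjusted p = 5.67e-11, and adjusted p = 0.0193 with an estimated correlation. CFI, complement factor I, changed by -2.08 ± 0.07, and THBD was at least 8.82-fold higher. Compared directly, 29 members were higher and 2 lower with DPN than with PPT (adjusted p = 1.07e-11, and adjusted p = 0.0299 with an estimated correlation). 36 were higher and 12 lower with E2 than with DPN (adjusted p = 5.09e-10, and adjusted p = 0.0337 with an estimated correlation).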

The top enhanced pathways by DPN treatment were complement and coagulation cascades, hematopoietic cell lineage, and HIF-1 signaling (Figure 5(a); Table S3).

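E2 differed from the agonists in more genes than they differed from each other. At the same dose and time, 1213 genes were higher and 469 lower with E2 than with PPT, and 1148 were higher and 506 lower than with DPN. DPN against PPT gave 148 higher and 64 lower. IGFBP3 was higher with E2 than with PPT by 5.67 (95% interval 5.44 to 5.90) and than with DPN by 3.67 (3.48 to 3.86). TNS1 was higher by 5.46 (5.24 to 5.68) and 3.80 (3.61 to 3.99). The share of rises among E2's calls depends on the scaling. The E2 libraries hold 20.2% to 20.6% of their counts in the 20 most abundant genes, the others 12.9% to 14.4%. With library size alone in place of TMM, the median log2 fold change of the tested genes with E2 moved by -0.224 and the share of rises was 54.6%. Directions given for E2 are relative to the TMM scaling.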

Notably, E2 treatment had most evident impact among three treatment groups on upregulated genes that are involved in cell metabolism and function (Figures 3(a), 4(a), and 5(a)).

### 3.4. Effects of E2 and ER Agonists on HepG2 Cell Downregulated Pathways

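Motor and spindle genes fell with every compound. All 25 tested genes of mitotic kinesins and spindle proteins were lower with E2, with PPT and with DPN, also when adjusted over the list alone. The median log2 fold change was -1.70 with E2, -1.90 with PPT and -2.35 with DPN. The list passed with each compound against all other genes, with adjusted p = 1.17e-25, 1.02e-49 and 8.99e-75. It did so too with an estimated correlation, at adjusted p = 0.00536, 0.00273 and 0.0023. PLK1, a kinase that drives entry into and exit from mitosis (GeneID 5347, chromosome 16 from 23677656 to 23690367 of GRCh38), fell from 111 ± 0.108 CPM to 20.6 ± 0.783 with E2, 27.5 ± 3.27 with PPT and 10.5 ± 0.475 with DPN. KIF11, the kinesin that pushes spindle poles apart, changed by -1.96 ± 0.09 with E2 and -2.14 ± 0.09 with PPT (log2 fold change ± standard error). STMN1, which takes microtubules apart, changed by -2.23 ± 0.07, -1.93 ± 0.07 and -2.04 ± 0.07, and TPX2, a spindle assembly factor, by -1.55 ± 0.07, -1.60 ± 0.07 and -1.83 ± 0.07.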

GO analysis identified commonly downregulated genes among E2-, PPT-, and DPN-treated HepG2 cells involved in BP related to the cell cycle, cell and nuclear division, and chromosome and chromatid segregation (Figure 3(b)), which mostly reduced MF in microtubule activity and tubulin binding (Figure 4(b)). KEGG functional pathway analysis indicated that pathways associated with the cell cycle were suppressed by all E2, PPT, and DPN treatments. Additionally, E2 and PPT suppressed pathways associated with chemical carcinogenesis, steroid hormone biosynthesis, and drug metabolism, whereas DPN suppressed pathways associated with DNA replication, homologous recombination, nucleotide and base excision repair, and p53 signaling pathway, as well as oocyte meiosis and maturation (Figure 5(b)). Furthermore, the 97 commonly downregulated genes by all three treatments were associated with MF in motor activity, tubulin binding, and cyclin-dependent protein kinase activity. 

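Genes of the G2/M transition fell just as widely. Of 54 tested, 52 were lower and 1 higher with each compound, and the same when adjusted over the list alone, with medians of -1.83, -1.82 and -2.28 with E2, PPT and DPN. TOP2A, the topoisomerase that untangles chromosomes, changed by -1.92 ± 0.07, -2.38 ± 0.07 and -2.78 ± 0.07 (log2 fold change ± standard error). BIRC5, survivin, which acts in chromosome segregation and against apoptosis, changed by -2.61 ± 0.09, -2.28 ± 0.09 and -2.78 ± 0.09. CENPA, the histone of centromeres, changed by -3.004 ± 0.13 with E2, CDK1, the kinase of mitotic entry, by -2.38 ± 0.10 with PPT, and MKI67, the antigen of the Ki-67 stain, by -2.89 ± 0.10 with DPN. Against all other genes the list gave adjusted p = 2.63e-34, 1.66e-62 and 6.96e-87, and with an estimated correlation adjusted p = 0.00536, 0.00421 and 0.00273. From its KEGG enrichment analysis, the paper reports that cell cycle pathways were suppressed.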

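The glucuronidating enzymes fell with every compound. Of 15 tested UDP-glucuronosyltransferases, 1 was higher and 14 were lower (1 higher and 14 lower when adjusted over the list alone) with E2, at a median log2 fold change of -5.99. PPT and DPN each lowered 14 (14 adjusted over the list alone), at medians of -3.58 and -0.98. The list gave adjusted p = 2.07e-28 with E2 (adjusted p = 0.0428 with an estimated correlation), adjusted p = 2.79e-30 with PPT (adjusted p = 0.0384 with an estimated correlation) and adjusted p = 1.79e-07 with DPN (adjusted p = 0.186 with an estimated correlation). UGT1A1, the bilirubin enzyme (chromosome 2 from 233760270 to 233773300 of GRCh38), changed by -5.99 (standard error 0.18, adjusted p = 1.43e-20) with E2, -3.94 ± 0.14 with PPT and -1.06 ± 0.11 with DPN. The 9 UGT1A genes share exons of 1 locus, and all but UGT1A1 had nearly the same counts, so they are not separate findings, while UGT2B10 is a separate gene and changed by -2.64 ± 0.07, -1.76 ± 0.07 and -1.07 ± 0.07. Of 34 other drug metabolism genes, 7 were higher, 25 were lower and 2 did not pass the test (7 higher and 25 lower when adjusted over the list alone) with E2 (adjusted p = 6.08e-05, and adjusted p = 0.0982 with an estimated correlation). ADH4, an alcohol dehydrogenase, changed by -3.35 ± 0.09. With PPT, 10 rose and 13 fell (15 higher and 13 lower when adjusted over the list alone), and the list did not pass (adjusted p = 0.417). Of 25 steroid hormone biosynthesis genes, 6 rose and 8 fell (6 higher and 8 lower when adjusted over the list alone) with E2 (adjusted p = 0.488). With PPT, 10 rose and 9 fell (11 higher and 9 lower when adjusted over the list alone), ranking higher than other genes (adjusted p = 0.00139, and adjusted p = 0.187 with an estimated correlation), with a median of 0.27 and a mean of 0.004.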

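DNA replication genes fell with every compound. Of 34 tested, 27 fell with DPN, 24 with E2 and 24 with PPT (28, 24 and 26 adjusted over the list alone), and 1, 2 and 2 rose. The tests gave adjusted p = 2.02e-14 with DPN (adjusted p = 0.00884 with an estimated correlation), adjusted p = 0.000108 with E2 (adjusted p = 0.0419 with an estimated correlation) and adjusted p = 2.45e-10 with PPT (adjusted p = 0.0154 with an estimated correlation). MCM7 and MCM2, parts of the helicase that opens DNA for copying, changed with DPN by -1.90 ± 0.08 and -2.10 ± 0.09 (log2 fold change ± standard error), and PCNA, the clamp of DNA polymerases, by -1.26 ± 0.07. Of 22 homologous recombination genes, 1 was higher, 13 were lower and 8 did not pass the test (3 higher and 13 lower when adjusted over the list alone) with DPN (adjusted p = 0.000577, and adjusted p = 0.0624 with an estimated correlation). RAD54L, which remodels chromatin during this repair, changed by -2.34 ± 0.15. With PPT, 14 fell and 5 rose (5 higher and 14 lower when adjusted over the list alone) (adjusted p = 0.0424, and adjusted p = 0.171 with an estimated correlation). Of 24 base excision repair genes, 4 were higher, 12 were lower and 8 did not pass the test (4 higher and 12 lower when adjusted over the list alone) with DPN (adjusted p = 0.0037, and adjusted p = 0.173 with an estimated correlation), among them LIG1, a DNA ligase (-1.64 ± 0.17), and FEN1, a flap nuclease (-1.36 ± 0.13). Of 28 nucleotide excision repair genes, 6 were higher, 8 were lower and 14 did not pass the test (6 higher and 8 lower when adjusted over the list alone) with DPN. That list did not pass (adjusted p = 0.584), with a median of 0.06 and a mean of -0.092. DDB2, a damage sensor, changed by -1.60 ± 0.13.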

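Of the 100 genes that fell with every compound, 32 were on the list of G2/M genes, 16 on that of mitotic kinesins and spindle proteins and 4 on that of G1/S genes. These lists overlap, and 46 of their 115 distinct tested genes were among the 100. KIF20A, a kinesin of the dividing midzone (GeneID 10112, chromosome 5 from 138178719 to 138187723 of GRCh38), fell from 49.5 ± 0.777 CPM to 9.55 ± 0.468 with E2, 10 ± 1.9 with PPT and 4.45 ± 0.315 with DPN. KIFC1, a kinesin that walks toward the poles (GeneID 3833), changed by -2.10 ± 0.12, -2.45 ± 0.12 and -3.03 ± 0.13 on the log2 scale (± standard error), and CENPE, which carries chromosomes to the equator (GeneID 1062), by -2.07 ± 0.13, -1.88 ± 0.12 and -2.90 ± 0.13. CCNB1, the cyclin partner of CDK1, changed by -2.24 ± 0.09, -1.65 ± 0.09 and -2.31 ± 0.09, and AURKA, a spindle pole kinase, by -2.08 ± 0.09, -1.87 ± 0.08 and -2.02 ± 0.08. Adjusted p-values of these genes were 8.29e-13 or lower.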

Cell cycle, p53 signaling pathway, and oocyte meiosis and maturation were commonly represented KEGG pathways suppressed by all three treatments (Table S4). Among these three treatments, DPN most robustly downregulated genes regulating the cell cycle and division (Figures 3(b), 4(b), and 5(b)), consistent with the lowest cell numbers and proliferation observed in the cells treated with DPN (Figure 1).

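Genes of oocyte meiosis and maturation fell, while targets of p53 went both ways. Of 31 oocyte genes, 25 fell and 5 rose (5 higher and 25 lower when adjusted over the list alone) with E2, 20 fell and 3 rose (3 higher and 21 lower when adjusted over the list alone) with PPT and 21 fell and 4 rose (4 higher and 21 lower when adjusted over the list alone) with DPN, many of them the mitotic genes named beside other lists. This list gave adjusted p = 6.63e-10 with E2 (adjusted p = 0.0656 with an estimated correlation), adjusted p = 2.97e-13 with PPT (adjusted p = 0.0406 with an estimated correlation) and adjusted p = 2.06e-20 with DPN (adjusted p = 0.0287 with an estimated correlation). CCNB2, a cyclin of mitosis, changed by -2.30 ± 0.12 with E2, and CDC20, which starts the separation of chromosomes, by -2.85 ± 0.13 with DPN. Of 31 p53 targets, 12 fell and 6 rose (5 higher and 12 lower when adjusted over the list alone) with E2, 15 fell and 8 rose (8 higher and 17 lower when adjusted over the list alone) with PPT and 13 fell and 7 rose (7 higher and 13 lower when adjusted over the list alone) with DPN. The list did not pass against other genes with any compound (adjusted p = 0.24, 0.518 and 0.451). SFN, stratifin, a cell cycle inhibitor, rose by 2.92 (standard error 0.15, adjusted p = 2.5e-15) with PPT and by 2.92 ± 0.14 with DPN. SESN2, a sestrin of the stress response, changed by -1.81 ± 0.09 with E2.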

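DPN lowered the mitotic genes farther than PPT did. In the direct comparison, 19 of 25 kinesin and spindle genes were lower with DPN than with PPT and 1 was higher (19 and 1 adjusted over the list alone), with a median difference of -0.51 (adjusted p = 1.95e-07, and adjusted p = 0.0337 with an estimated correlation). Against E2, 21 of them were higher with E2 than with DPN, with a median of 0.61 (adjusted p = 0.00627, and adjusted p = 0.093 with an estimated correlation). Between E2 and PPT the group did not pass with camera (median 0.15, adjusted p = 0.839). It was higher with E2 by fry, which asks only for a net difference of the members from 0 (adjusted p = 0.000296). PLK1 was lower with E2 than with PPT, with a difference of -0.42 (95% interval -0.62 to -0.22). For G2/M genes, 30 were lower and 6 higher with DPN than with PPT (adjusted p = 7.65e-06, and adjusted p = 0.0748 with an estimated correlation). For G1/S genes, 7 were lower and 4 higher, and the list did not pass (adjusted p = 0.671). MYBL2, a transcription factor of mitotic genes (GeneID 4605, chromosome 20 from 43667019 to 43716495 of GRCh38), had 56.1 ± 5.24 CPM in control cells and 5.5 ± 0.106 with DPN, -0.81 on the log2 scale against PPT (-1.08 to -0.53) and 1.80 for E2 against DPN (1.53 to 2.06). KIF22, a chromosome-binding kinesin, changed by -3.08 ± 0.13 with DPN, and GTSE1, a microtubule-binding protein of the same phase, by -3.08 ± 0.17. For PLK1 the difference of DPN from PPT was -1.39 (standard error 0.10, adjusted p = 6.66e-11). The paper sets these falls beside the lowest cell numbers and proliferation in its cell assays.

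**Figure D2:**
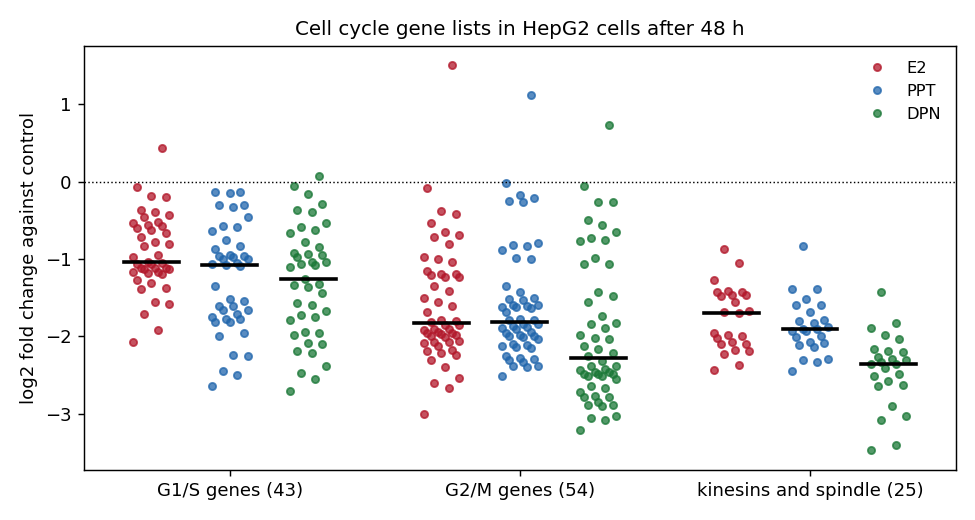
Log2 fold change against the control (vertical axis) of each tested gene (points) of 43 G1/S genes, 54 G2/M genes and 25 mitotic kinesin and spindle genes, by compound. Black lines are medians: -1.04, -1.08 and -1.26 for G1/S, -1.83, -1.82 and -2.28 for G2/M and -1.70, -1.90 and -2.35 for kinesins and spindle proteins with E2, PPT and DPN.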

### 3.5. Validation of RNA-Seq Results Using Quantitative PCR

Three differentially expressed genes from E2- or ER agonist-treated cells identified by RNA-Seq, peroxisome proliferator-activated receptor gamma (*PPARG*, GeneID 5468), suppressor of cytokine signaling 3 (*SOCS3*, GeneID 9021), and interleukin 6 receptor (*IL6R*, GeneID 3570) were validated using quantitative PCR. The mRNA levels of housekeeping gene *β*-actin (*ACTB*, GeneID 60) were similar among all groups, and thus, *ACTB* was used as a housekeeping gene.

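PPARG, the nuclear receptor of fat cell formation and lipid storage (GeneID 5468, chromosome 3 from 12287368 to 12434356 of GRCh38), was raised by every compound and most by E2. Its level was 8.44 ± 0.00783 CPM in control cells, 47.5 ± 3.96 with E2, 16 ± 0.142 with PPT and 18.4 ± 1.01 with DPN. These are rises of 5.62-fold with E2, 1.89-fold with PPT and 2.17-fold with DPN, or 2.49 (standard error 0.11, adjusted p = 1.65e-16), 0.92 (standard error 0.12, adjusted p = 2.78e-07) and 1.12 (standard error 0.12, adjusted p = 7.56e-09) on the log2 scale. The rises with PPT and DPN passed the test but not the fold threshold of 1.5. PPARG was higher with E2 than with PPT by 1.57 (95% interval 1.35 to 1.79) and than with DPN by 1.37 (1.16 to 1.59). DPN and PPT differed by 0.20 (-0.03 to 0.43, adjusted p = 0.158).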

Based on the RNA-Seq results, the increases in the expression of *PPARG* were 5.60-fold by E2 (log2 fold change = 2.49; *P*_adj_ = 2.3*E* − 52), 1.88-fold by PPT (log2 fold change = 0.91; *P*_adj_ = 1.15*E* − 06), and 2.17-fold by DPN (log2 fold change = 1.12; *P*_adj_ = 2.46*E* − 11) compared with the control group. Quantitative PCR indicated a similar trend, and increased expressions of *PPARG* were 7.50 ± 0.20-fold by E2 (*P* < 0.05), 1.60 ± 0.09-fold by PPT (*P* < 0.05), and 2.54 ± 0.04-fold by DPN (*P* < 0.05; Figure 6(a)). RNA-Seq data also revealed that the expression of *SOCS3* was significantly elevated to 4.11-fold by E2 (log2 fold change = 2.04; *P*_adj_ = 1.76*E* − 08) and to 5.00-fold by DPN (log2 fold change = 2.32; *P*_adj_ = 4.84*E* − 13), but was not changed by PPT, compared with the control group. 

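SOCS3, which switches off cytokine signalling through JAK and STAT proteins (chromosome 17 from 78356778 to 78360077 of GRCh38), was 4.13-fold higher with E2 and 5-fold higher with DPN. It is a gene of low abundance, at 1.28 ± 0.489 CPM in control cells, 5.28 ± 0.45 with E2, 1.93 ± 1.06 with PPT and 6.4 ± 0.599 with DPN. On the log2 scale the changes were 2.05 (standard error 0.31, adjusted p = 1.87e-06) with E2 and 2.32 (standard error 0.30, adjusted p = 2.98e-07) with DPN. PPT gave 0.61 (standard error 0.33, adjusted p = 0.144), which did not pass. In direct tests SOCS3 was higher with DPN than with PPT by 1.72 (95% interval 1.14 to 2.30, adjusted p = 2.5e-05) and with E2 than with PPT by 1.44 (0.84 to 2.04). The PPT libraries differ, and 1 library decides the PPT value: without PPT 1 it was 1.07 (adjusted p = 0.00735) and without Control 2 1.04 (adjusted p = 0.0454), while without PPT 2 it was -0.12 (adjusted p = 0.841), within adjusted p-values of 0.00735 to 0.841 over its 17 alternatives.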

Quantitative PCR indicated significant increase in the expression of *SOCS3* to 6.05 ± 0.22 (*P* < 0.05) and 5.37 ± 0.35 (*P* < 0.05) folds by E2 and DPN, respectively, and nonsignificant change by PPT treatment (1.16 ± 0.10, *P* > 0.05), compared with the control group (Figure 6(b)). 

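IL6R, the receptor subunit that binds interleukin 6 (chromosome 1 from 154405193 to 154469450 of GRCh38), was 4.76-fold higher with PPT and 5.93-fold higher with DPN. Its level rose from 21.6 ± 1.46 CPM to 103 ± 5.72 with PPT and 128 ± 4.02 with DPN. E2 gave 28.7 ± 1.33 CPM, a log2 fold change of 0.41 (standard error 0.09, adjusted p = 0.000251), short of the fold threshold. With library size alone this value was 0.18 (adjusted p = 0.0701), and its adjusted p ran from 9.81e-05 to 0.0701 over its 17 alternatives. PPT gave 2.25 (standard error 0.08, adjusted p = 6.83e-18) and DPN 2.57 (standard error 0.08, adjusted p = 5.02e-19). IL6R was higher with DPN than with PPT by 0.32 (95% interval 0.16 to 0.47) and lower with E2 than with PPT, a difference of -1.84 (-2.01 to -1.67). The plot of PPARG, SOCS3 and IL6R by treatment gives each library's level.

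**Figure D3:**
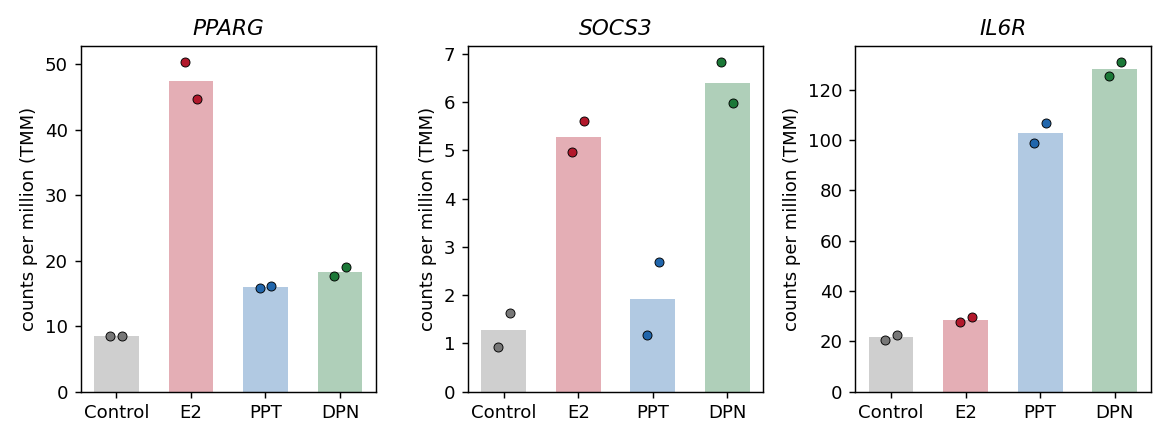
Levels of PPARG, SOCS3 and IL6R in CPM after TMM scaling (vertical axes) in control cells and cells given E2, PPT or DPN. Bars are means of 2 libraries and points are the libraries; PPARG is highest with E2, and IL6R is highest with DPN, at 128 ± 4.02 against 21.6 ± 1.46 in control cells.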

RNA-Seq data also indicated significant increases in the expression of *IL6R* to 4.74-fold by PPT (log2 fold change = 2.24; *P*_adj_ = 5.26*E* − 97) and to 5.93-fold by DPN (log2 fold change = 2.57; *P*_adj_ = 5.71*E* − 194), but no change by E2, compared with the control group. Quantitative PCR indicated similar trends that changed the expression of *IL6R* to 1.10 ± 0.04 (*P* > 0.05), 4.77 ± 0.56 (*P* < 0.05), and 5.39 ± 0.49 (*P* < 0.05) folds by E2, PPT, and DPN, respectively (Figure 6(c)). Therefore, gene expression levels obtained using RNA-Seq and quantitative PCR methods were in good agreement with small variation in the magnitude of expression.

## 4. Discussion

This preliminary study demonstrated that E2 and ER agonists reduced HCC HepG2 cell growth via suppressing proliferation and promoting apoptosis and identified hundreds of differentially expressed genes in a small set of HepG2 cells treated with E2 or a specific ER agonist using RNA-Seq. While RNA-Seq is a powerful tool for exploring differentially expressed genes, the expression of identified genes and the production of corresponding proteins need to be validated and cellular functions suggested by pathway analyses need to be confirmed.

The incidence of HCC has increased worldwide. In the United States, HCC has become the fastest rising cause of cancer-related deaths. Epidemiology studies from different regions of the world show that men have a much higher incidence of HCC and greater mortality than women [8], suggesting that estrogens may have protective roles in HCC. Although many *in vivo* and *in vitro* HCC models have been studied, whether estrogens play a protective or destructive role in HCC is still under debate. It is widely accepted that estrogens exert carcinogenic effects via activating their receptors [44, 45]. Indeed, estrogens and ERs have been implicated to promote carcinogenic effects via activating proliferation and mitotic division in reproductive cancers, especially breast, ovarian, and uterine endometrial cancers in females [46, 47], and in these cancer cell lines [48]. It is noteworthy that the carcinogenic effect by estrogens is tissue type-specific. For example, one study has reported that estrogen replacement therapy in menopausal women increases the risks of gallbladder, breast, endometrial, and urinary bladder cancers, while lowers the risks of other types of cancers, including liver, colon, and rectum cancers [49]. The present study confirmed that E2 and ER agonists reduced HCC HepG2 cell growth by suppressing proliferation and promoting apoptosis (Figure 1). Therefore, estrogens may work through distinct mechanisms in different types of tissues and cells to regulate divergent sets of genes. It is possible to develop drugs that confer estrogenic effects in liver tissue without incurring harmful effects in other tissues such as breast, uterine, and ovarian tissues.

Some specific genes affected by estrogens in HCC models have been evaluated in multiple basic and clinical research studies and have been identified as molecular markers targeting specific cell signaling pathways altered by estrogens. The approaches applied in these studies however are only able to test a limited number of genes, presenting incomplete snapshots of entire mechanistic pathways affected by E2 and ER agonists in liver cancer development. The current study implemented a global, broad-content transcriptomic RNA-Seq analysis that provided a big picture of unbiased characterization of complex transcriptional responses of HCC HepG2 cells treated with E2 and ER agonists. Common gene expression signatures across all treatment groups, as well as genes uniquely responsive to E2 and ER-specific agonists, were analyzed by GO terms in BP, MF, and KEGG pathways. Across all treatments, upregulated pathways were predominantly associated with metabolic processes linked to lipid and carbohydrate metabolism that were most evidently affected by E2 treatment, and downregulated genes were mainly involved in the cell cycle, proliferation, and apoptosis that were most robustly affected by DPN treatment.

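In the lists of fatty acid synthesis, fatty acid oxidation and apoptosis, single genes moved strongly while the lists did not pass with camera. Of 16 fatty acid synthesis genes, 9 rose and 6 fell (9 higher and 6 lower when adjusted over the list alone) with E2, 11 rose and 4 fell (11 higher and 4 lower when adjusted over the list alone) with PPT and 7 rose and 7 fell (8 higher and 7 lower when adjusted over the list alone) with DPN (adjusted p = 0.922, 0.0604 and 0.386). AGPAT2, which builds phosphatidic acid, rose by 4.43 (standard error 0.28, adjusted p = 2.26e-13) with E2, and DGAT2, the last enzyme of triglyceride synthesis, changed by -1.73 ± 0.10, -1.92 ± 0.10 and -1.42 ± 0.10 with E2, PPT and DPN. Of 21 fatty acid oxidation genes, 13 fell and 7 rose (7 higher and 13 lower when adjusted over the list alone) with E2, 10 fell and 4 rose (6 higher and 11 lower when adjusted over the list alone) with PPT and 9 fell and 6 rose (6 higher and 10 lower when adjusted over the list alone) with DPN (adjusted p = 0.864, 0.0927 and 0.201). PLIN2, the coat protein of lipid droplets, rose by 2.53 ± 0.07 with E2 and CPT1A, the carnitine gate to mitochondria, by 1.60 ± 0.08. Of 34 apoptosis genes, 16 fell and 9 rose (9 higher and 16 lower when adjusted over the list alone) with E2, 9 fell and 11 rose (11 higher and 9 lower when adjusted over the list alone) with PPT and 7 fell and 14 rose (15 higher and 7 lower when adjusted over the list alone) with DPN (adjusted p = 0.12, 0.977 and 0.491). BCL2L2, a survival protein, rose by 1.18 ± 0.08 with E2 and 1.07 ± 0.08 with PPT. XIAP, a caspase inhibitor, rose by 0.69 ± 0.09 with PPT and 0.96 ± 0.09 with DPN, and MCL1, a survival protein, by 0.87 ± 0.07 with DPN. Not all survival genes rose: BIRC5, named with the G2/M genes, changed by -2.61, -2.28 and -2.78 with E2, PPT and DPN. Of the 34 apoptosis genes, 1 was called lower and 0 higher with all 3 compounds. The list mixes genes that promote apoptosis with genes that block it, so its net direction sets no direction for apoptosis itself.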

Several pathways linked to cell cycle, proliferation, growth, and apoptosis were identified in the present study. 

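Genes of the G1/S transition fell with each compound. Of 43 tested, 1 was higher, 39 were lower and 3 did not pass the test (1 higher and 40 lower when adjusted over the list alone) with E2. With PPT 38 and with DPN 39 were lower and none was higher (40 and 39 lower when adjusted over the list alone). The list gave adjusted p = 2.05e-10 with E2 (adjusted p = 0.0213 with an estimated correlation), adjusted p = 4.03e-29 with PPT (adjusted p = 0.00683 with an estimated correlation) and adjusted p = 5.77e-31 with DPN (adjusted p = 0.00536 with an estimated correlation). GMNN, geminin, which keeps DNA from being copied again in the same cycle, changed by -1.07 ± 0.08 with E2 (log2 fold change ± standard error), and NASP, a histone chaperone of S phase, by -1.12 ± 0.08 with E2 and -1.57 ± 0.08 with DPN. UHRF1, which copies DNA methylation to the new strand, changed by -2.45 ± 0.12 with PPT and -2.56 ± 0.12 with DPN. PCNA changed by -1.27 ± 0.07 with E2 and -1.66 ± 0.07 with PPT.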

One of the most prominent changes was that all treatments of E2 and ER agonists downregulated genes responsible for cell cycle progression from G_1_ to S phase and from G2 to M phase (Tables S1–S3). These genes involved in the G_1_/S and G2/M transition are critical for cell cycle progression [50]; consequently, pathways related to the cell cycle and division, meiotic cell cycles, chromosome and chromatic organization were downregulated (Figure 5(b)). Besides suppressing cell cycle progression, E2 and ER agonists also affected the expression of growth-related genes to inhibit cancer cell proliferation. A few negative growth-regulatory genes were identified differentially expressed by RNA-Seq. For example, E2 upregulated growth arrest and DNA damage-inducible beta (*GADD45B*, GeneID 4616), whose activation stimulates apoptosis and inhibits proliferation in HCC [51], and both E2 and DPN downregulated teratocarcinoma-derived growth factor 1 (*TDGF1*, GeneID 6997) that promotes liver cancer development [52].

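GADD45B, a stress protein that binds cyclin-dependent kinases and PCNA, rose with E2 from 4.4 ± 0.57 to 21.8 ± 0.974 CPM, a log2 fold change of 2.31 (standard error 0.18, adjusted p = 1.12e-11). It lies on chromosome 19 from 2476122 to 2478259 of GRCh38. TDGF1, listed as CRIPTO in the annotation used here and a signal of early embryos, is a gene of low abundance. It fell from 4.77 ± 0.541 CPM to 0.835 ± 0.526 with E2 and 1.55 ± 0.107 with DPN, or -2.52 (standard error 0.35, adjusted p = 4.83e-07) and -1.62 (standard error 0.31, adjusted p = 7.65e-05) on the log2 scale. With PPT, GADD45B gave -0.40 (adjusted p = 0.114) and TDGF1 -1.08 (adjusted p = 0.00347). E2 exceeded PPT for GADD45B by 2.70 (95% interval 2.32 to 3.08).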

Growth factors, along with their receptors and binding proteins, play diverse and complex roles. The intricate cross talk among various growth factor signaling pathways in HCC growth involves insulin-like growth factors (IGF), platelet-derived growth factors (PDGF), transforming growth factors (TGF), fibroblast growth factors (FGF), and others [53]. IGF system includes IGF1 and IGF2, IGF receptors, and IGF-binding proteins IGFBP1–7. In circulation, IGFBPs bind to IGFs with high affinity along with the acid-labile subunit (ALS) to form the IGF-IGFBP-ALS complex, which is unable to cross endothelia of vessels and is confined to the circulation. This leads to reduced availability of IGFs to their receptors, suppressed IGF signaling, and thus inhibited mitotic, proliferative, and invasive effects in HCC development [54, 55]. 

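Genes of the IGF system rose with E2. Of 13 tested, 10 were higher, 1 was lower and 2 did not pass the test (10 higher and 1 lower when adjusted over the list alone) with E2, 6 rose and 2 fell (6 higher and 2 lower when adjusted over the list alone) with PPT and 8 rose and 1 fell (9 higher and 1 lower when adjusted over the list alone) with DPN. The list gave adjusted p = 3.08e-14 with E2 (adjusted p = 0.0323 with an estimated correlation), adjusted p = 0.0134 with PPT (adjusted p = 0.259 with an estimated correlation) and adjusted p = 8.82e-06 with DPN (adjusted p = 0.0982 with an estimated correlation). IGFBP1, a binding protein secreted by liver (chromosome 7 from 45888360 to 45893660 of GRCh38), was abundant, at 267 ± 3.57 CPM in control cells, 964 ± 10.6 with E2, 1850 ± 226 with PPT and 2582 ± 2.32 with DPN. The difference of E2 from DPN was -1.42 (95% interval -1.56 to -1.28). IGFBP2 rose by 2.98 (standard error 0.24, adjusted p = 1.83e-11) with E2. IGFBP3 changed by 6.32 (standard error 0.12, adjusted p = 7.25e-25) with E2 and 2.65 (standard error 0.13, adjusted p = 1.45e-15) with DPN. PPT gave 0.65 (adjusted p = 0.00109) for IGFBP3, which without PPT 2 was 0.42 (adjusted p = 0.0753), within 0.000125 to 0.122 over its 17 alternatives. IGF1R, the receptor of IGF1, rose by 2.16 ± 0.07 with E2, and IGFBP4 changed by -1.03 ± 0.10 with PPT.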

The present RNA-Seq data revealed enhanced expression of several players in the IGF signaling pathway, including *IGFBP1* (GeneID 3484) across all treatments, *IGFBP2* (GeneID 3485) by E2, and *IGFBP3* (GeneID 3486) by E2 and DPN. Intriguingly, our data suggested that E2 downregulated *IGFBP7* (GeneID 3490) but upregulated *IGF2* (GeneID 3481), which contradicted its suppressive effects in HCC.

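IGF2, a growth factor of fetal liver (chromosome 11 from 2129112 to 2158391 of GRCh38), rose 21.4-fold with E2, from 510 ± 3.53 to 10920 ± 4.08 CPM. Its log2 fold change was 4.42 (standard error 0.06, adjusted p = 3.9e-27) with E2, against 0.46 (adjusted p = 1.49e-07) with PPT and 0.53 (adjusted p = 1.26e-08) with DPN. Part of its reads lie in the overlapping INS-IGF2 gene. IGFBP7, a secreted binding protein with weak affinity for IGFs (chromosome 4 from 57030773 to 57110385), fell from 2.31 ± 0.293 to 0.525 ± 0.206 CPM with E2, a log2 fold change of -2.14 (standard error 0.39, adjusted p = 3.66e-05). From the rise of IGF2 and the fall of IGFBP7, the paper states that E2's effects here run against its suppressive ones.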

IGFBPs have been implicated in suppressing the transcription of tumorigenesis-promoting genes [56, 57], such as early growth response proteins (EGRs) [58] and EGR target genes PDGF and FGF [55]. 

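EGR1, a zinc finger factor of the immediate-early response (chromosome 5 from 138465479 to 138469303 of GRCh38), fell with E2 from 122 ± 0.623 to 17 ± 0.968 CPM, a log2 fold change of -2.84 (standard error 0.08, adjusted p = 1.14e-20). Its relative EGR2 was rare, at 1.04 ± 0.0804 and 0.133 ± 0.128 CPM, and changed by -2.95 (standard error 0.66, adjusted p = 0.000337). PDGFC, a ligand of PDGF receptors, changed by -1.98 ± 0.11 (log2 fold change ± standard error), from 40.5 ± 1.73 to 10.3 ± 0.529 CPM. PDGFD changed by -2.94 ± 0.59 with adjusted p = 0.000101. Other immediate-early genes rose. DUSP1, a phosphatase of MAP kinases, changed by 2.40 ± 0.09 with E2, and CCN1, a matrix signal, by 1.93 ± 0.10 with E2 and 2.15 ± 0.10 with DPN. Of 26 immediate-early genes, 11 rose and 10 fell (11 higher and 10 lower when adjusted over the list alone) with E2 (adjusted p = 0.433), 8 rose and 7 fell (8 higher and 7 lower when adjusted over the list alone) with PPT (adjusted p = 0.538) and 9 rose and 6 fell (10 higher and 7 lower when adjusted over the list alone) with DPN (adjusted p = 0.00314, and adjusted p = 0.0815 with an estimated correlation).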

In support of this view, the present RNA-Seq data indicated that *EGR1* (GeneID 1958), *EGR2* (GeneID 1959), *PDGFC* (GeneID 56034), and *PDGFD* (GeneID 80310) were all downregulated by E2. The literature has demonstrated cooperative interaction between PDGFs and TGFs. Specifically, PDGFC activates TGF *β* signaling [59], and TGF *β* activates PDGF signaling [60]. Current RNA-Seq data were consistent with the literature showing that *TGFB3* (GeneID 7043) and TGF*β* receptor 3 (*TGFBR3*, GeneID 3490) were downregulated by ER*α* agonist PPT. Additionally, FGF receptor 2 (*FGFR2*, GeneID 2263) was downregulated by PPT and DPN. However, several FGFs (*FGF11*, GeneID 2256 and *FGF17*, GeneID 8822) and TGFs (*TGFA*, GeneID 7039 and *TGFB1*, GeneID 7040) were upregulated by E2 treatment. Such data did not support the antiproliferative and suppressive role of E2 in cell division indicated by reduced BrdU incorporation (Figure 1(b)) or KEGG pathway analysis (Table S1). This seemingly contradictory finding may reflect the complexity and genetic redundancy of the interplay between estrogens and growth factor signaling pathways in HCC development.

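TGFB3, a ligand of TGFβ receptors (chromosome 14 from 75958097 to 75983011 of GRCh38), fell with PPT from 2.18 ± 0.17 to 0.758 ± 0.172 CPM, a log2 fold change of -1.53 (standard error 0.40, adjusted p = 0.00229). The interval, -2.34 to -0.72, includes the threshold of 1.5 in size. TGFBR3, the coreceptor betaglycan (GeneID 7049, chromosome 1 from 91680343 to 91906335), fell from 289 ± 14.7 to 65.8 ± 3.56 CPM, or -2.13 (standard error 0.07, adjusted p = 3.35e-19). Its changes with E2 and DPN were 0.64 (adjusted p = 2.34e-09) and -0.70 (adjusted p = 9.25e-10). TGFBR3 was lower with PPT than with DPN, the difference of DPN from PPT being 1.43 (1.29 to 1.57).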

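FGFR2, a receptor of fibroblast growth factors (chromosome 10 from 121478332 to 121598458 of GRCh38), was a gene of low abundance, at 4.37 ± 0.153 CPM in control cells, 0.262 ± 0.00798 with PPT and 0.536 ± 0.515 with DPN. The log2 fold changes were -4.03 (standard error 0.46, adjusted p = 3.76e-08) with PPT and -3.02 (standard error 0.41, adjusted p = 6.67e-07) with DPN. E2 gave -0.64 (adjusted p = 0.104), and its adjusted p ran from 0.0186 to 0.335 over the alternatives, some of which passed. FGFR2 was higher with E2 than with PPT by 3.40 (95% interval 2.41 to 4.38). The more abundant FGFR3 changed by -1.24 ± 0.07 with PPT and -0.996 ± 0.07 with DPN, and FGFR4, the liver receptor, by -1.14 ± 0.08 with DPN.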

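FGF11 rose with E2 from 2.18 ± 0.17 to 26.4 ± 2.38 CPM, or 3.59 (standard error 0.20, adjusted p = 7.14e-15) on the log2 scale, and FGF17 from 0.148 ± 0.0649 to 3.48 ± 0.516, or 4.51 (standard error 0.55, adjusted p = 7.27e-08). FGF11 acts inside the cell and FGF17 is secreted. TGFA, a ligand of the EGF receptor, rose by 1.65 (standard error 0.09, adjusted p = 1.04e-14), and TGFB1, the main TGFβ ligand, by 1.57 (standard error 0.10, adjusted p = 5.05e-13). PDGFB, a PDGF ligand, rose by 3.91 ± 0.14. Of 28 ligands and receptors of the PDGF, FGF, TGF and EGF families, 15 were higher, 7 were lower and 6 did not pass the test (15 higher and 7 lower when adjusted over the list alone) with E2 (adjusted p = 0.000586, and adjusted p = 0.0599 with an estimated correlation). With PPT 12 fell and 10 rose (10 higher and 12 lower when adjusted over the list alone) (adjusted p = 0.102), and with DPN 9 fell and 9 rose (9 higher and 9 lower when adjusted over the list alone) (adjusted p = 0.976), where the median was -0.11 and the mean 0.079. In the direct test 18 were higher and 5 lower with E2 than with PPT (adjusted p = 6.37e-06, and adjusted p = 0.0431 with an estimated correlation).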

E2 and DPN upregulated the hypoxia-inducible factor 1 (HIF-1) signaling pathway. 

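Genes induced by hypoxia rose together with E2. Of 34 tested, 33 were higher, none was lower and 1 did not pass the test (33 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 2.24 (adjusted p = 1.81e-71, and adjusted p = 0.0023 with an estimated correlation). CA9, the carbonic anhydrase of hypoxic tumors, rose by 4.93 (standard error 0.10, adjusted p = 8.21e-24) and NDRG1, a stress-induced growth regulator, by 4.07 (standard error 0.09, adjusted p = 1.47e-23). DPN gave a smaller rise. There 22 were higher, 3 were lower and 9 did not pass the test (23 higher and 4 lower when adjusted over the list alone), with a median of 0.46 (adjusted p = 4.53e-06, and adjusted p = 0.0317 with an estimated correlation). EGLN3, an oxygen sensor that marks HIF for breakdown, rose by 1.96 ± 0.14 and BHLHE40, a repressor of the clock, by 1.27 ± 0.08. With PPT, 5 were higher, 17 were lower and 12 did not pass the test (5 higher and 17 lower when adjusted over the list alone) and the median was -0.32 (adjusted p = 0.0037, and adjusted p = 0.0803 with an estimated correlation). CA9 changed by -2.57 ± 0.17 there and PFKFB3, a switch of glycolysis, by -1.88 ± 0.12. The median difference of E2 from DPN was 1.88 in the direct test, where 32 members were higher and 1 lower (adjusted p = 6.84e-48, and adjusted p = 0.00487 with an estimated correlation). The paper states that E2 and DPN raised the HIF-1 signalling pathway.

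**Figure D4:**
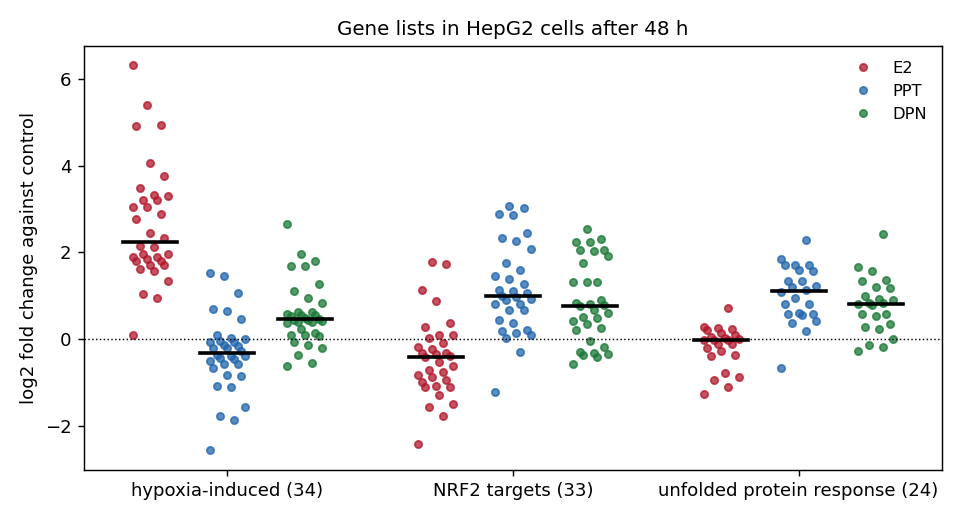
Log2 fold change against the control (vertical axis) of each tested gene (points) of 34 hypoxia-induced genes, 33 targets of NRF2, the regulator of the oxidative stress response, and 24 genes of the unfolded protein response of the endoplasmic reticulum, by compound. Black lines are medians: 2.24, -0.32 and 0.46 for hypoxia, -0.42, 0.98 and 0.77 for NRF2 and -0.03, 1.10 and 0.82 for the unfolded protein response with E2, PPT and DPN.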

Due to rapid proliferation of tumor cells and inadequate oxygen supply, hypoxia is typically presented in the microenvironment of tumor cells [61]. Hypoxic cells adaptively activate HIF-1 signaling to induce angiogenic factors and increase perfusion [62]. Although the current RNA-Seq did not find differences in the expression of HIF1 or HIF2, it revealed that a few angiogenic factors were upregulated. For example, E2 upregulated vascular endothelial growth factors (*VEGFA*, GeneID 7422 and *VEGFB*, GeneID 7423); E2 and DPN upregulated epidermal growth factor receptor (*EGFR*, GeneID 1956), and DPN upregulated heparin-binding epidermal growth factor-like growth factor (*HBEGF*, GeneID 1839). Both tumor-promoting and tumor-suppressing roles of the HIF-1 signaling pathway have been documented. For example, elevated levels of HIF-1 are presented in tumor tissues and the suppression of HIF-1 impairs cancer growth, indicating oncogenic effects of HIF-1 signaling [63, 64]. In contrast, activation or constant expression of HIF-1 reduces tumor growth [65, 66], HIF-1 deficiency promotes tumor survival [67, 68], and overexpression of HIF-1 suppresses tumor growth while the inhibition of HIF-1 enhances tumor growth [62, 69]. 

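HIF1A, the oxygen-regulated subunit of HIF-1 (chromosome 14 from 61695513 to 61748259 of GRCh38), stood at 228 ± 7.21 CPM in control cells, 223 ± 7.22 with E2, 250 ± 0.0714 with PPT and 285 ± 16.4 with DPN. Its log2 fold changes were -0.03 (adjusted p = 0.721) with E2, 0.13 (adjusted p = 0.0977) with PPT and 0.32 (adjusted p = 0.000161) with DPN. With library size alone, HIF1A with E2 was -0.25 (adjusted p = 0.00145), within adjusted p-values of 0.00145 to 1 over its 17 alternatives. EPAS1, which encodes HIF-2α (chromosome 2 from 46293667 to 46386697), rose with E2 from 128 ± 1.78 to 405 ± 6.73 CPM, a log2 fold change of 1.67 (standard error 0.07, adjusted p = 3.09e-17). Its changes with PPT and DPN were 0.50 (standard error 0.07, adjusted p = 1.18e-06) and 0.52 (standard error 0.07, adjusted p = 5.41e-07).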

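VEGFA, the main signal of blood vessel growth (chromosome 6 from 43770184 to 43786487 of GRCh38), rose 4.43-fold with E2, from 142 ± 3.5 to 629 ± 0.404 CPM, and VEGFB rose 4.67-fold, from 7.4 ± 0.395 to 34.6 ± 5.4. Their log2 fold changes were 2.15 (standard error 0.07, adjusted p = 4.43e-20) and 2.22 (standard error 0.13, adjusted p = 5.56e-14). EGFR, the receptor of EGF and TGFA (chromosome 7 from 55019017 to 55211628), rose by 2.96 (standard error 0.09, adjusted p = 2.45e-20) with E2, 1.82 (standard error 0.09, adjusted p = 2.13e-15) with DPN and 1.42 (standard error 0.09, adjusted p = 3.82e-13) with PPT, the last short of the fold threshold. E2 exceeded DPN by 1.14 (95% interval 0.97 to 1.30). HBEGF, a further ligand of EGFR, rose with DPN from 10.1 ± 0.184 to 35.6 ± 1.35 CPM, or 1.82 (standard error 0.12, adjusted p = 1.26e-12).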

The dual effects of HIF-1 signaling would allow optimal response to hypoxia by different types of cells. Koshiji and Huang have proposed “stop-and-go” strategy [70]. Briefly, for some types of tumors, HIF signaling increases angiogenesis and oxygen supply for glycolysis that provides energy for tumor cells to survive; while for other types of tumors, the induction of cell cycle arrest and apoptosis is the best way to survive, especially when oxygen supply is limited.

E2 and ER agonists also upregulated genes that promote tumor cell death. This is consistent with increased activity of caspase 3, whose sequential activation plays a central role in the execution phase of cell apoptosis of HepG2 cells treated with E2, PPT, and DPN (Figure 1(c)). Tumor necrosis factor (TNF) superfamily member (*TNFSF14*, GeneID 8740) and TNF receptor superfamily members (*TNFRSF11A*, GeneID 8792 and *TNFRSF25*, GeneID 8718) were upregulated by E2. 

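TNFSF14, the T cell ligand LIGHT (chromosome 19 from 6661253 to 6670588 of GRCh38), rose with E2 from 2.17 ± 0.0525 to 8.08 ± 0.712 CPM, or 1.90 (standard error 0.25, adjusted p = 3.21e-07) on the log2 scale. TNFRSF11A, the receptor RANK, rose by 1.63 (standard error 0.14, adjusted p = 7.82e-11), and TNFRSF25, a receptor with a death domain, by 3.54 (standard error 0.46, adjusted p = 1.76e-07). TNFRSF10D, a decoy receptor for TRAIL, rose by 1.31 ± 0.07, while TNFRSF10B, a signalling receptor for TRAIL, changed by -1.02 ± 0.06. Of 23 tested genes of the TNF superfamily, 9 were higher, 5 were lower and 9 did not pass the test (9 higher and 5 lower when adjusted over the list alone) with E2, 9 rose and 3 fell (9 higher and 3 lower when adjusted over the list alone) with PPT and 6 rose and 1 fell (5 higher and 1 lower when adjusted over the list alone) with DPN. As a group they did not pass against other genes (adjusted p = 0.238, 0.975 and 0.323).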

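With PPT, TNFSF14 fell to 0.402 ± 0.000994 CPM, a log2 fold change of -2.42 (standard error 0.36, adjusted p = 2.61e-06). The direct difference of E2 from PPT was 4.31 (95% interval 3.65 to 4.98, adjusted p = 5.8e-12). TNFRSF19, a receptor of the same family, changed by -2.42 (standard error 0.08, adjusted p = 1.32e-18) with PPT and -1.20 ± 0.08 with DPN.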

Expression of *TNFSF14*, however, was downregulated by ER*α* agonist PPT. Additionally, TNF superfamily members (*TNFSF10*, GeneID 8743 and *TNFSF9*, GeneID 8744) as well as tumor suppressor (*TSG1*, GeneID 643432) were upregulated by ER*β* agonist DPN. Both ER*α* and ER*β* agonists also upregulated tumor suppressor candidate 3 (*TUSC3*, GeneID 7991) and downregulated tumor protein p73 (*TP73*, GeneID 7161) (Tables S1–S3). 

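TNFSF10, the death ligand TRAIL (chromosome 3 from 172505508 to 172523475 of GRCh38), rose with DPN from 7.22 ± 0.627 to 25.7 ± 2.09 CPM, or 1.83 (standard error 0.13, adjusted p = 7.79e-12) on the log2 scale. TNFSF9, a ligand of T cell activation, rose by 1.71 (standard error 0.27, adjusted p = 7.62e-06). TSG1 (GeneID 643432) was rare, at 0.278 ± 0.154 CPM in control cells and 1.31 ± 0.203 with DPN, and rose by 2.21 (standard error 0.55, adjusted p = 0.00142). TSG1 gave 1.84 (adjusted p = 0.00687) with E2, a value that without E2 2 was 1.14 (adjusted p = 0.191) and without Control 2 1.36 (adjusted p = 0.0911), within 0.00336 to 0.191 over its 17 alternatives. With PPT it gave 1.87 (adjusted p = 0.00754), and without Control 2 1.40 (adjusted p = 0.105), within 0.00253 to 0.105 over its 17 alternatives. TNFSF10 was higher with DPN than with PPT by 1.58 (95% interval 1.31 to 1.85).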

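TUSC3, part of the complex that adds sugars to new proteins (chromosome 8 from 15417215 to 15766649 of GRCh38), rose from 2.74 ± 0.278 CPM to 7.84 ± 0.0928 with PPT and 17.7 ± 1.67 with DPN. The log2 fold changes were 1.51 (standard error 0.21, adjusted p = 1.19e-06) and 2.69 (standard error 0.20, adjusted p = 1.77e-11), and DPN exceeded PPT by 1.18 (95% interval 0.80 to 1.55). TP73, which encodes the p53 relative p73 (chromosome 1 from 3652516 to 3736201), fell from 3.04 ± 0.0804 CPM to 1.03 ± 0.627 with PPT and 0.794 ± 0.2 with DPN, or -1.54 (standard error 0.40, adjusted p = 0.00218) and -1.93 (standard error 0.41, adjusted p = 0.0003). The PPT call rests on few counts: without PPT 1 the value was -1.04 (adjusted p = 0.056), within 4.38e-05 to 0.056 over its 17 alternatives.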

Two homologous proteins p53 and p73 have functional similarity and structural resemblance. Both p53 and p73 induce cell cycle arrest, DNA damage, and apoptosis [71]. Expression of *TP73* in human cancers is complex. Different from the well-studied tumor suppressor gene *TP53*, *TP73* is rarely mutated in cancers. Analyses of breast tumors from patients and cell lines derived from breast tumors show a higher expression of *TP73* compared with normal tissues and cells [72, 73]. Additionally, mouse models with *TP53* deficiency [74] but not with *TP73* deficiency [75] show spontaneous tumorigenic and carcinogenic phenotypes. These findings imply that, different from the tumor suppressor p53, tumor protein p73 could function as a complex oncoprotein [71].

Interestingly, RNA-Seq data identified differentially expressed genes linked to other types of cancers than HCC. For example, pituitary tumor-transforming 1 interacting protein (*PTTG1IP*, GeneID 754) was upregulated by E2 treatment, but pituitary tumor-transforming 1 (*PTTG1*; GeneID 9232) was downregulated by E2, PPT, and DPN. 

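PTTG1, securin, which delays the separation of sister chromatids until anaphase (chromosome 5 from 160421855 to 160428739 of GRCh38), fell from 49.3 ± 0.234 CPM to 13.2 ± 1.54 with E2, 12.7 ± 1.5 with PPT and 8.15 ± 3.46 with DPN. The log2 fold changes were -1.90 (standard error 0.16, adjusted p = 4.53e-11), -1.96 (standard error 0.16, adjusted p = 3.69e-11) and -2.60 (standard error 0.16, adjusted p = 3.62e-13). DPN lowered PTTG1 farther than PPT, a difference of -0.64 (95% interval -0.99 to -0.28). PTTG1IP, which carries securin to the nucleus, rose with E2 from 672 ± 20.3 to 2210 ± 18.3 CPM, or 1.72 (standard error 0.06, adjusted p = 2.51e-18).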

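ST14, the membrane protease matriptase (chromosome 11 from 130159782 to 130210362 of GRCh38), was rare in these cells. It fell with PPT from 2.12 ± 0.416 to 0.735 ± 0.0025 CPM, a log2 fold change of -1.53 (standard error 0.37, adjusted p = 0.00138) whose interval, -2.30 to -0.76, includes the threshold of 1.5 in size. With E2 it gave -0.05 (adjusted p = 0.916) and with DPN -0.81 (adjusted p = 0.0569).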

Suppression of tumorigenicity 14 colon carcinoma (*ST14*, GeneID 6768) was downregulated by PPT.

When estrogens or ER agonists bind to ERs, the complex translocates into the nucleus and binds to estrogen responsive elements and other transcription factors to regulate target gene transcription. The present RNA-Seq data suggested cross talk between ER and other nuclear receptors. Specifically, E2 treatment upregulated interleukin 3-regulated nuclear factor (*NFIL3*, GeneID 4783), nuclear receptor subfamily 1 group D member 1 (*NR1D1*, GeneID 9572), nuclear receptor subfamily 4 group A member 1 (*NR4A1*, GeneID 3164), while downregulated nuclear receptor subfamily 1 group I member 2 (*NR1I2*, GeneID 8856). 

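NR1D1, a repressor of the circadian clock (chromosome 17 from 40092793 to 40100589 of GRCh38), rose with E2 from 10.8 ± 1.34 to 49.2 ± 0.144 CPM. NR4A1, an orphan receptor induced by stress, rose by 2.64 (standard error 0.15, adjusted p = 1.65e-14) on the log2 scale, and NR1D1 by 2.20 (standard error 0.12, adjusted p = 7.51e-15). NFIL3, a leucine zipper repressor, rose by 1.72 (standard error 0.07, adjusted p = 6.65e-18). NR1I2, the drug sensor PXR, fell from 11.7 ± 0.0345 to 3.8 ± 0.0696 CPM, or -1.62 (standard error 0.16, adjusted p = 1.79e-09). RORA, a clock receptor that activates transcription, rose by 3.21 ± 0.09. NR1D1 changed by -1.03 (standard error 0.14, adjusted p = 5.85e-07) with DPN, so that E2 exceeded DPN by 3.22 (95% interval 2.96 to 3.49). Of 34 nuclear receptors, 14 were higher, 11 were lower and 9 did not pass the test (14 higher and 12 lower when adjusted over the list alone) with E2 (adjusted p = 0.0367, and adjusted p = 0.152 with an estimated correlation). For nuclear receptors, E2 against control, the call was also lost with library size alone (adjusted p = 0.0641) and without Control 1 (adjusted p = 0.0572). With PPT 10 fell and 4 rose (4 higher and 10 lower when adjusted over the list alone) and with DPN 12 fell and 5 rose (6 higher and 12 lower when adjusted over the list alone) (adjusted p = 0.342 and 0.354).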

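NFE2, a factor of platelet and red cell formation (chromosome 12 from 54292111 to 54301015 of GRCh38), was rare, and near the limit of detection with PPT. It was at 1.54 ± 0.218 CPM in control cells and 0.12 ± 0.0665 with PPT, a log2 fold change of -3.61 (standard error 0.60, adjusted p = 1.37e-05) with a wide interval (-4.83 to -2.39). E2 gave 0.27 (adjusted p = 0.597).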

PPT downregulated erythroid 2 nuclear factor (*NFE2*, GeneID 4778).

It is noteworthy that PPARs are transcription factors of nuclear receptors. PPARG, a subtype of PPAR superfamily, predominantly regulates metabolic changes associated with lipid and carbohydrate homeostasis that affect cancer cell growth. Specifically, PPARG is responsible for peroxisomal *β*-oxidation of fatty acids in the liver. Upregulation of PPARG in all treatment groups (Figure 6(a)) suggested interference with key regulators of lipid metabolism in HepG2 cells by E2 and ER agonists. PPARG has been reported to play a protective role in some types of cancer but play an oncogenic role in other types of cancer. Specifically, several studies have reported PPARG in HCC prevention and treatment. PPARG ligands induce apoptosis and cell cycle arrest and inhibit proliferation and cell growth in HCC cells [76–79]. Consequently, the activation of PPARG leads to the induction of apoptosis and the inhibition of cell proliferation in human HCC cell lines [76–79]. PPARG expression was enhanced by E2 and to a much lesser degree by ER agonists (Figure 6(a)), indicating that PPARG is highly susceptible to E2 comparing with specific ER agonists. Although E2 is not a PPAR ligand, it indirectly activates PPARs [80]. Existing literature indicates that the cross talk between E2 and PPAR signaling is a cell type-specific event. For example, E2 upregulates PPARG expression in adipocytes [81], but E2 suppresses PPARG transcription via binding competitively to shared transcriptional factors in human breast cancer cells [82]. Consistent with previous findings, we found that PPARG activation in liver cancer cells by E2 and ER agonists inhibits proliferation, induces cell cycle arrest (Figures 1(a) and 3(b)) [78, 83–85], and induces apoptosis through caspase 3 activation (Figure 1(c)) [78, 86].

The present RNA-Seq study also detected altered expressions of functional genes involved in lipid biosynthesis, transportation, and metabolism. Apolipoprotein (APO) gene cluster (APOA1/C3/A4/A5) on human chromosome 11q23 regulates circulating lipid level via influencing incorporation and transporting lipids in the blood [87]. 

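APOC3, an apolipoprotein that slows the clearance of triglycerides (chromosome 11 from 116829706 to 116833072 of GRCh38), rose with E2 from 79.2 ± 2.66 to 267 ± 14.4 CPM, or 1.76 (standard error 0.08, adjusted p = 6.12e-17) on the log2 scale. APOA5, which speeds that clearance and lies in the same cluster (chromosome 11 from 116789367 to 116792420), rose by 1.75 (standard error 0.16, adjusted p = 5.11e-10). With PPT, APOC3 changed by -1.37 ± 0.08 (log2 fold change ± standard error) and APOA1, the main protein of HDL, by -1.34 ± 0.07, and with DPN, APOH changed by -1.33 ± 0.07. APOA2 changed by -1.05 ± 0.07 with E2. Of 12 apolipoprotein genes, 8 rose and 2 fell (8 higher and 2 lower when adjusted over the list alone) with E2 (adjusted p = 0.305), 6 fell and 3 rose (3 higher and 7 lower when adjusted over the list alone) with PPT (adjusted p = 0.0013, and adjusted p = 0.232 with an estimated correlation) and 8 fell and 3 rose (3 higher and 9 lower when adjusted over the list alone) with DPN (adjusted p = 0.026, and adjusted p = 0.36 with an estimated correlation). APOC3 was higher with E2 than with PPT by 3.12 (95% interval 2.96 to 3.29).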

Expressions of *APOC3* (GeneID 345) and *APOA5* (GeneID) were upregulated by E2. The main function of APOLs is to initiate apoptosis and regulate cell death [88]. 

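APOL1, a secreted member of the apolipoprotein L family that kills trypanosomes (chromosome 22 from 36253071 to 36267530 of GRCh38), rose with E2 from 37.3 ± 1.96 to 262 ± 16.6 CPM, or 2.81 (standard error 0.11, adjusted p = 2.57e-18) on the log2 scale. Its neighbours APOL2 and APOL4 rose by 1.79 (standard error 0.09, adjusted p = 7.91e-16) and 1.60 (standard error 0.21, adjusted p = 3.16e-07). Of 5 tested family members, 3 rose and 1 fell (3 higher and 1 lower when adjusted over the list alone) with E2 (adjusted p = 0.00237, and adjusted p = 0.152 with an estimated correlation). APOL6 was the one that fell, with -0.27 (adjusted p = 0.0151), and for APOL6, E2 against control, the call was lost without Control 1 (adjusted p = 0.0671) and without E2 1 (adjusted p = 0.135). With PPT 2 fell and 0 rose (1 higher and 3 lower when adjusted over the list alone) and with DPN 2 rose and 0 fell (3 higher and 0 lower when adjusted over the list alone), with adjusted p = 0.417 and 0.323 for the list. APOL1 was higher with E2 than with DPN by 2.65 (95% interval 2.43 to 2.86).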

E2 upregulated *APOL1* (GeneID 8542), *APOL2* (GeneID 23780), and *APOL4* (GeneID 80832), consistent with its apoptotic effects. Low-density lipoprotein (LDL) receptors are present on the cell membrane of liver cells, which enable cholesterol to enter cells to reduce circulating LDL levels. LDL receptor-related proteins (LRPs) expressed on liver cell membrane are members of the LDL receptor family and uptake circulating chylomicron remnants [89]. 

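LDLRAD1, a membrane protein with LDL receptor repeats (chromosome 1 from 54007298 to 54018186 of GRCh38), rose with E2 from 2.47 ± 0.287 to 15.5 ± 1.64 CPM, or 2.65 (standard error 0.19, adjusted p = 3.14e-12) on the log2 scale. LRP8, a receptor for apolipoprotein E and reelin (chromosome 1 from 53242364 to 53328469), rose with PPT from 11.7 ± 1.79 to 38.9 ± 1.92 CPM, or 1.73 (standard error 0.12, adjusted p = 1.08e-12). SORL1, a sorting receptor, rose by 2.40 ± 0.06 with E2 (log2 fold change ± standard error) and SCARB1, the HDL receptor, by 1.28 ± 0.07. Of 20 genes of the LDL receptor family, 13 were higher, 4 were lower and 3 did not pass the test (13 higher and 4 lower when adjusted over the list alone) with E2 (adjusted p = 0.00684, and adjusted p = 0.173 with an estimated correlation). With PPT 9 rose and 7 fell (9 higher and 8 lower when adjusted over the list alone) and with DPN 8 rose and 9 fell (8 higher and 9 lower when adjusted over the list alone) (adjusted p = 0.3 and 0.46). With PPT the median of the list was -0.08 and its mean 0.041.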

E2 upregulated LDL receptor class A domain containing 1 (*LDLRAD1*, GeneID 388633), and PPT upregulated *LRP8* (GeneID 7804). DPN upregulated *LRP10* (GeneID 26020) but downregulated *LRP2* (GeneID 4036). 

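LRP10, a sorting receptor of the LDL receptor family (chromosome 14 from 22871740 to 22881713 of GRCh38), rose with DPN from 111 ± 5.22 to 373 ± 9.89 CPM, or 1.75 (standard error 0.07, adjusted p = 1.27e-17) on the log2 scale. PPT gave 1.29 (standard error 0.07, adjusted p = 4.94e-15), and DPN exceeded PPT by 0.46 (95% interval 0.33 to 0.60). With E2, LRP10 gave 0.17 (adjusted p = 0.0255), and -0.05 (adjusted p = 0.513) with library size alone, within 0.0105 to 0.513 over its 17 alternatives. LRP2, the uptake receptor megalin (chromosome 2 from 169127109 to 169362534), was rare and fell with DPN from 1.1 ± 0.218 to 0.224 ± 0.0745 CPM, or -2.28 (standard error 0.56, adjusted p = 0.00136).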

The present RNA-Seq data suggested overall enhanced lipid uptake by E2 and ER agonists.

Besides those genes functional in lipid metabolism, some genes associated with glucose metabolism were also changed by E2 and ER agonists. Under hypoxic conditions, cells shift glucose metabolism from more efficient oxidative phosphorylation to less efficient glycolysis, an effect known as the Warburg effect. 

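G6PC, listed as G6PC1 in the annotation used here, releases glucose from glucose-6-phosphate, the last step of gluconeogenesis. It rose 12.3-fold with E2, from 3.35 ± 0.444 to 41.1 ± 0.493 CPM, or 3.62 (standard error 0.14, adjusted p = 7.93e-18) on the log2 scale (chromosome 17 from 42900797 to 42914438 of GRCh38). HK1, which traps glucose in the cell by phosphorylating it (chromosome 10 from 69269984 to 69401884), rose from 1.76 ± 0.71 to 22.5 ± 1.14 CPM, or 3.67 (standard error 0.22, adjusted p = 4.51e-14). HK2, its hypoxia-induced relative, rose by 1.14 ± 0.06. SLC2A3, the glucose transporter GLUT3, rose from 200 ± 0.41 to 648 ± 10.2 CPM, or 1.70 (standard error 0.06, adjusted p = 2.17e-18), and changed by -1.78 ± 0.07 with PPT. DPN gave 1.49 (adjusted p = 5.24e-09) for G6PC. The difference of E2 from DPN was 2.13 for G6PC (95% interval 1.87 to 2.39), 2.79 for HK1 (2.38 to 3.20) and 1.77 for SLC2A3 (1.64 to 1.90).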

The present RNA-Seq data demonstrated that E2 upregulated the glycolysis enzymes glucose-6-phosphatase catalytic subunit (*G6PC*, GeneID 2538) and hexokinase 1 (*HK1*, GeneID 3098), as well as a facilitated glucose transporter solute carrier family 2 member 3 (*SLC2A3*, GeneID 6515), indicating increased glucose utilization and transport into cells to maintain energy production.

Altered cell growth, apoptosis, and cell cycle in tumor development correlates with nutrient-deprived microenvironment and induced immune responses. Consistent with our previous finding [32], the expression of *SOCS3* was upregulated by E2 and ER*β* agonist DPN but not by ER*α* agonist PPT (Figure 6(b)), suggesting that estrogenic SOCS-mediated effect against HCC growth is primarily via ER*β*. Altering the hepatic expression of *SOCS3 in vivo* has been reported to regulate signaling of other members of the cytokine superfamily, such as IL6 [90]. Additionally, estrogen has been demonstrated as a key negative regulator of IL6 production in cervical cancer HeLa cells [91]. 

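IL6, the cytokine interleukin 6 (chromosome 7 from 22725884 to 22732002 of GRCh38), had no count in any of the 8 libraries. Over the libraries together, a count of 0 allows a level of up to 0.0136 CPM (3 counts, counting error only). This bound pools all groups, and the bound for a single group is higher. A fall of IL6 was not detectable at this depth, and no compound raised it to a level that gave a count.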

In the present study, although none of the treatments changed the expression of IL6, the expression of *IL6R* (Gene ID 3570) was upregulated by PPT and DPN (Figure 6(c)). This finding suggested that SOCS3 stimulation by estrogen could regulate IL6 signaling via IL6R. Furthermore, our data indicated that E2 or ER agonist regulated other chemokines. For example, E2 downregulated C-C motif chemokine ligand (CCL) 16 (*CCL16*, GeneID 6360) and PPT downregulated *CCL20* (GeneID 6364), whereas E2 upregulated *CCL26* (GeneID 10344), C-C motif chemokine receptor 7 (*CCR7*, GeneID 1236), and C-X-C motif chemokine ligand 16 (*CXCL16*, GeneID 58191).

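CCL16, a chemokine made by liver (chromosome 17 from 35976493 to 35981497 of GRCh38), fell with E2 from 8.57 ± 0.394 to 2.09 ± 0.678 CPM, or -2.03 (standard error 0.21, adjusted p = 2.78e-09) on the log2 scale. CCL20, which draws cells that carry CCR6 (chromosome 2 from 227805739 to 227817564), fell with PPT from 83.4 ± 5.44 to 23.9 ± 1.24 CPM, or -1.80 (standard error 0.09, adjusted p = 5.61e-15), and rose by 1.41 (standard error 0.09, adjusted p = 7.42e-14) with E2. CXCL16, a membrane-bound chemokine, rose with E2 from 38.4 ± 0.41 to 253 ± 1.52 CPM, or 2.72 (standard error 0.08, adjusted p = 4.62e-21). CX3CL1, fractalkine, changed by -1.33 ± 0.07 with PPT and -0.67 ± 0.07 with DPN. CCL26, an eotaxin, had 2 counts over the control libraries and 28 over the E2 libraries, a ratio of 18.4 with an exact 95% counting interval of 4.63 to 159. Without Control 1 the fitted log2 value was 3.07 (adjusted p = 0.0683), within 0.000766 to 0.0683 over its 16 alternatives. CCR7, a receptor of lymphocyte homing, rose by 1.63 (standard error 0.50, adjusted p = 0.00603). The call was lost without Control 1, at 1.31 (adjusted p = 0.0892), and without E2 1, at 1.55 (adjusted p = 0.0562), within 0.0013 to 0.0892 over its 17 alternatives. Of 13 chemokines and receptors, 6 rose and 4 fell (6 higher and 4 lower when adjusted over the list alone) with E2 (adjusted p = 0.24), 6 fell and 1 rose (1 higher and 6 lower when adjusted over the list alone) with PPT (adjusted p = 0.0341, and adjusted p = 0.36 with an estimated correlation) and 4 rose and 2 fell (4 higher and 2 lower when adjusted over the list alone) with DPN (adjusted p = 0.969).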

To summarize, E2 and ER agonists enhanced the expression of apoptosis-promoting genes coupled with downregulation in proliferative genes, altered lipid and glucose metabolisms, thereby changed the balance between cell death and cell growth in HepG2 cells. Additionally, E2 and ER agonists regulated many HCC-secreting growth factors, angiogenic factors, and inflammatory cytokines, whose signaling pathways cooperatively regulate liver cancer cell growth, proliferation, and progression. HepG2 cell line is the most commonly studied liver cancer cell line. Nevertheless, other HCC cell lines will be studied in future to validate if estrogen effects seen in this study can be generalized to HCC or are specific of HepG2 cell line.

## 5. Conclusions

HCC is one of the most common and deadly cancers worldwide with women having lower incidence, better prognosis, and higher survival rate than men [2, 3]. We previously reported that E2 suppressed HepG2 cell proliferation mainly through ER*β* action [32]. This study explored potential underlying mechanisms integrating metabolic, cellular, and molecular pathways by E2 and its receptor agonists using RNA-Seq transcriptome analysis, a powerful tool that not only helps to understand genetic responses of carcinogenesis but also identifies new biomarkers with diagnostic and predictive values. In conclusion, our findings suggest that estrogens inhibit HepG2 cell growth by suppressing cell proliferation and inducing cell apoptosis via estrogen receptor signaling pathways. Specific genes identified in this study, especially those involved in cell cycle regulation, hold a great therapeutic potential for HCC treatment. Furthermore, the transcriptional landscape defined by RNA-Seq provides a global view of altered gene expression signatures associated with lipid and glucose metabolisms, which could be potential targets for novel liver cancer therapies.

## Figures and Tables

**Figure 1:**
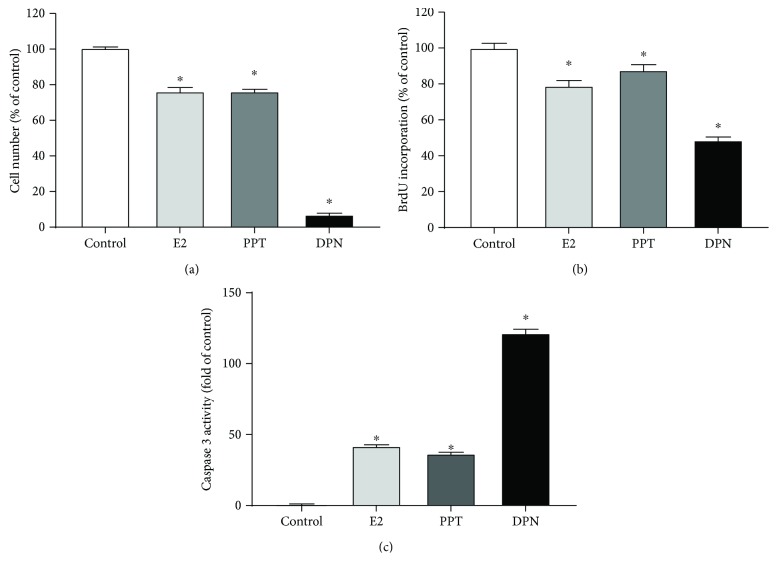
Effects of 17*β*-estradiol (E2), estrogen receptor (ER) *α* agonist PPT, and ER*β* agonist DPN on cell number (a), proliferation indicated by BrdU incorporation (b), and apoptosis indicated by caspase 3 activity (c) of HepG2 cells. ^∗^Significantly different comparing to vehicle-treated (control) HepG2 cells (*P* < 0.05).

**Figure 2:**
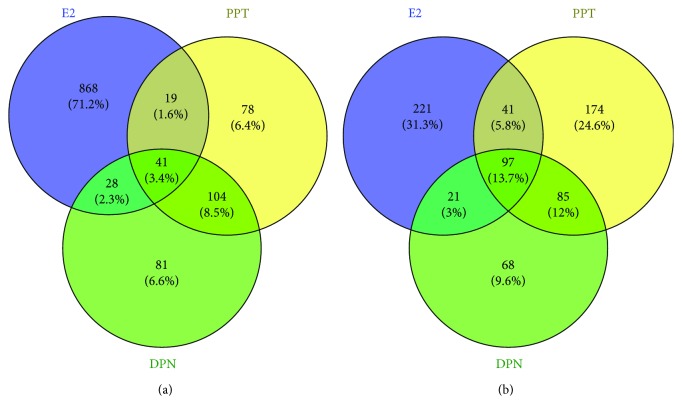
Effects of 17*β*-estradiol (E2), estrogen receptor (ER) *α* agonist PPT, and ER*β* agonist DPN on differential gene expression of HepG2 cells detected using RNA sequencing. Venn diagrams indicate the unique and shared (a) upregulated and (b) downregulated genes of different treatments.

**Figure 3:**
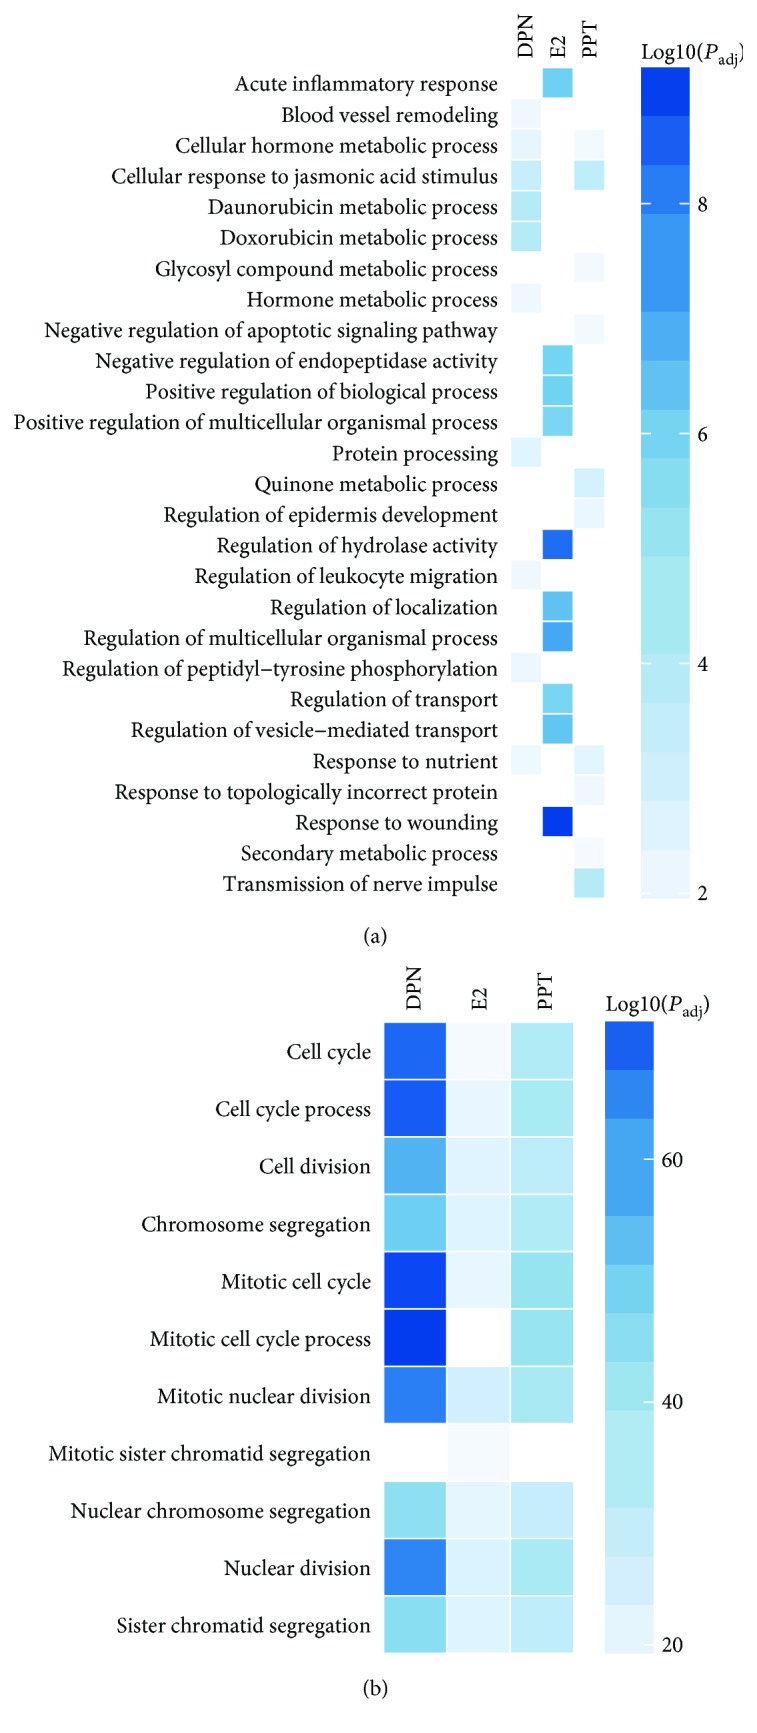
Heat map showing and comparing the top gene ontology (GO) biological process (BP) annotation terms among 17*β*-estradiol (E2), estrogen receptor (ER) *α* agonist PPT, and ER*β* agonist DPN treatments of HepG2 cells. Enrichment analysis of differentially expressed genes was performed on the list of (a) upregulated and (b) downregulated genes compared with vehicle-treated HepG2 cells.

**Figure 4:**
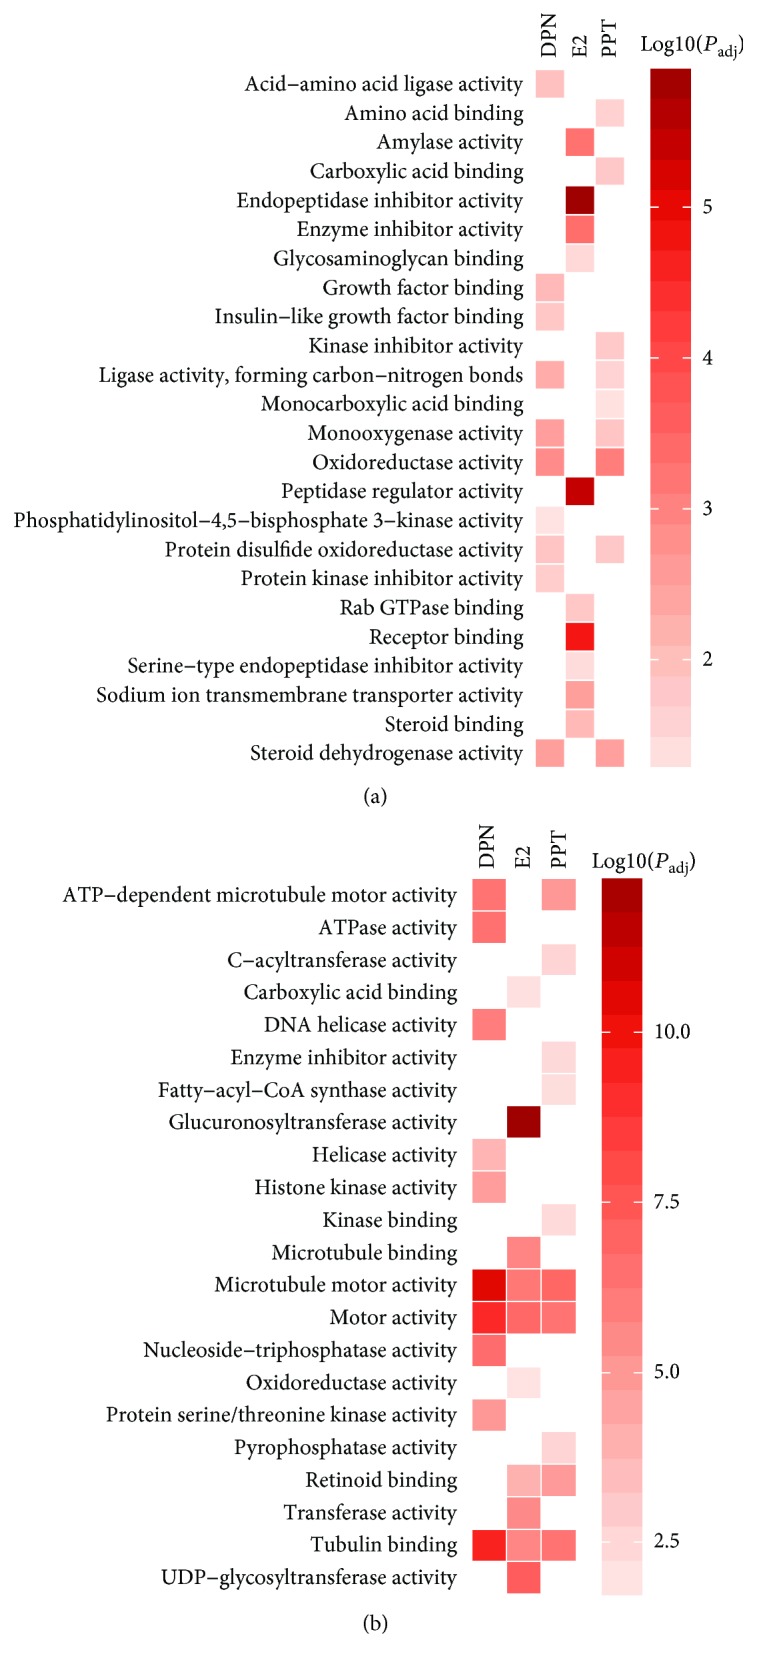
Heat map showing and comparing the top gene ontology (GO) molecular function (MF) annotation terms among 17*β*-estradiol (E2), estrogen receptor (ER) *α* agonist PPT, and ER*β* agonist DPN treatments of HepG2 cells. Enrichment analysis of differentially expressed genes was performed on the list of (a) upregulated and (b) downregulated genes compared with vehicle-treated HepG2 cells.

**Figure 5:**
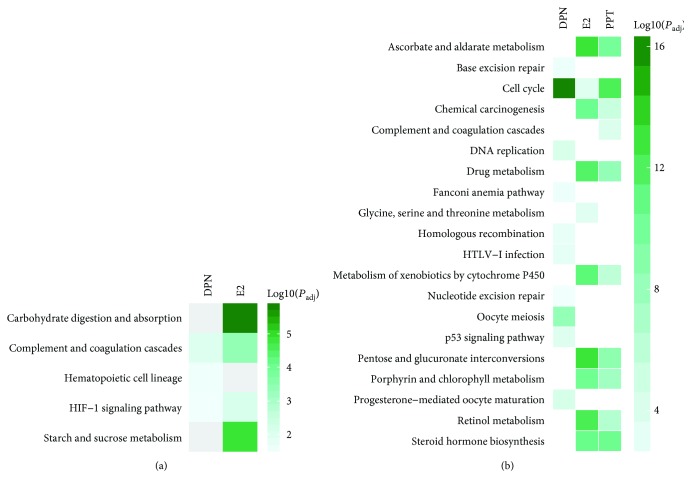
Heat map showing and comparing the top Kyoto Encyclopedia of Genes and Genomes (KEGG) annotation terms among 17*β*-estradiol (E2), estrogen receptor (ER) *α* agonist PPT, and ER*β* agonist DPN treatments of HepG2 cells. Enrichment analysis of differentially expressed genes was performed on the list of (a) upregulated and (b) downregulated genes compared with vehicle-treated HepG2 cells.

**Figure 6:**
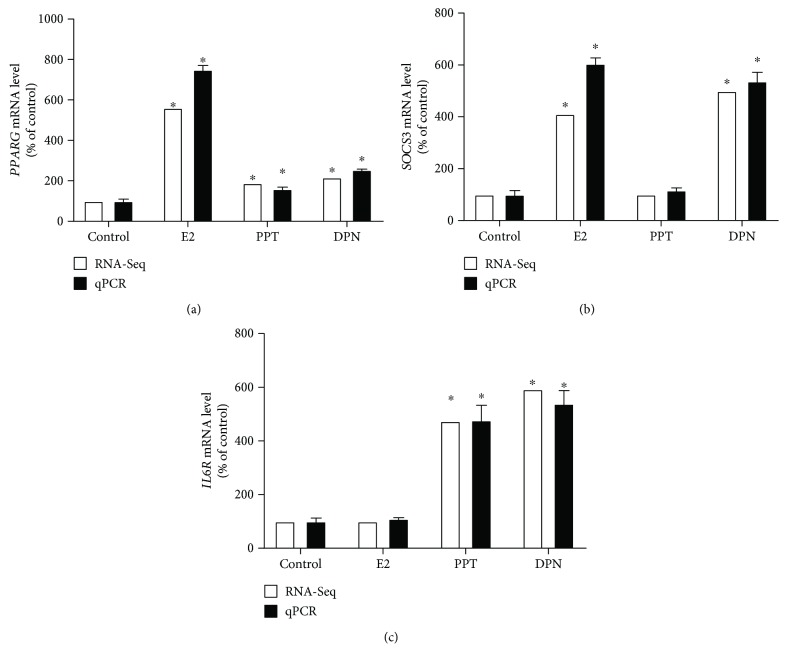
Validation of expression of peroxisome proliferator-activated receptor gamma (*PPARG*; (a)), suppressor of cytokine signaling 3 (*SOCS3*; (b)), and interleukin 6 receptor (*IL6R*; (c)) using quantitative RT-PCR. *β*-Actin (*ACTB*) was used as a reference gene. ^∗^Significantly different comparing to vehicle-treated (control) HepG2 cells (*P* < 0.05).

## Data Availability

The sequence data are deposited at a publicly available database Gene Expression Omnibus (GEO) https://www.ncbi.nlm.nih.gov/geo/info/seq.html. The accession number is GSE112983. The full lists of differentially expressed genes and gene ontology terms used to support the findings of this study are included within the supplementary information files Tables S1–S4. All the cell physiology, quantitative PCR, and gene ontology heat map data used to support the findings of this study are included within the article.

## Abbreviations

ACTB: *β*-Actin
ALS: Acid-labile subunit
APO: Apolipoprotein
BP: Biological processes
CCL: C-C motif chemokine ligand
DPN: 2,3-Bis(4-hydroxyphenyl)-propionitrile
E2: Estradiol
EGR: Early growth response protein
ER: Estrogen receptor
FGF: Fibroblast growth factor
G6PC: Glucose-6-phosphatase catalytic subunit
GO: Gene ontology
HBEGF: Heparin-binding epidermal growth factor-like growth factor
HCC: Hepatocellular carcinoma
HIF-1: Hypoxia-inducible factor-1
HK1: Hexokinase 1
IGF: Insulin-like growth factor
IGFBP: Insulin-like growth factor-binding protein
IL6R: Interleukin 6 receptor
KEGG: Kyoto Encyclopedia of Genes and Genomes
LDL: Low-density lipoprotein
MF: Molecular function
PDGF: Platelet-derived growth factor
PPARG: Peroxisome proliferator-activated receptor gamma
PPT: 1,3,5-Tris(4-hydroxyphenyl)-4-propyl-1H-pyrazole
RNA-Seq: RNA sequencing
SOCS3: Suppressor of cytokine signaling 3
TGF: Transforming growth factor
TNF: Tumor necrosis factor
VEGF: Vascular endothelial growth factor.

## Supplementary Materials

Supplementary Materials Table S1: differentially expressed genes between 17*β*-estradiol (E2) and vehicle-treated (control) HepG2 cells, gene ontology (GO) biological process (BP) terms, molecular function (MF) terms, and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with upregulated and downregulated genes. 

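Tables S1 and S2 list genes with their mean normalized counts in control and treated cells, fold changes and p-values. For S3, the first 27 genes of its rising part were read here. For every one of the 956 rising and 380 falling genes of Table S1, the 242 and 397 of Table S2 and the 27 of Table S3, the printed means equal, within 0.1%, the means of these 2 control and 2 treated libraries after DESeq2's scaling. With edgeR, 955 of the 956 rises and 375 of the 380 falls with E2 were called, as were all 242 rises and 389 of the 397 falls with PPT and all 27 rises with DPN. The 5 and 8 falls that were not called missed the fold threshold, and the 1 rise missed the adjusted p. Between 94.8% and 100% of the fold changes lay within 0.1 of the table's on the log2 scale, by list. A further 151 rises and 85 falls with E2 and 52 and 53 with PPT were called here and are not in the tables. Of 73 pairs of a gene and a compound to which the paper's text gives a direction, all 73 changed in that direction at an adjusted p under 0.05, and 71 passed the thresholds. The others are PPARG with PPT and with DPN.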

Table S2: differentially expressed genes between estrogen receptor (ER) *α* agonist PPT and vehicle-treated (control) HepG2 cells, gene ontology (GO) biological process (BP) terms, molecular function (MF) terms, and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with upregulated and downregulated genes. Table S3: differentially expressed genes between estrogen receptor (ER) *β* agonist DPN and vehicle-treated (control) HepG2 cells, gene ontology (GO) biological process (BP) terms, molecular function (MF) terms, and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with upregulated and downregulated genes. Table S4: common differentially expressed genes of 17*β*-estradiol (E2), estrogen receptor (ER) *α* agonist PPT, and ER*β* agonist DPN, comparing with vehicle-treated (control) HepG2 cells, gene ontology (GO) biological process (BP) terms, molecular function (MF) terms, and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms associated with common upregulated and downregulated genes.

How the deposited data were processed for this re-analysis (not part of the article)

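RNA-Seq was measured in HepG2 cells given DMSO, E2, PPT or DPN at 1 µM for 48 h, with 2 libraries per treatment analysed here. The authors, by the paper's methods, read poly(A) RNA as strand-specific single-end reads of 50 bp, aligned the reads to GRCh38.p10 with the standard Illumina pipeline, and made a raw read count per gene for each library. The paper does not state the aligner, the counter, their versions or the use of the strand, and names DESeq2 for its differential analysis. The values are whole numbers per Entrez gene. They were used as raw counts, and no reads were aligned anew.

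Of the genes in the files, 99.4% carry a RefSeq symbol. Positions come from GENCODE 44 on GRCh38. A gene was tested if it passed edgeR's filterByExpr at its minimum count of 10 and minimum total of 15. All 8 libraries entered one fit in edgeR 4.0.16 with R 4.3.3, scaled by TMM, and each contrast was tested by the quasi-likelihood F test with p-values adjusted by the method of Benjamini and Hochberg. Contrasts were each compound against the control and the compounds against each other. A gene was called at a log2 fold change above 1.5 in size and an adjusted p under 0.01, the thresholds of the paper, and was said to change at an adjusted p under 0.05. Standard errors come from the log2 fold change and its F statistic, and intervals are 95%. The biological coefficient of variation was 6.8%.

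Gene lists were tested with limma 3.58.1 camera at a preset correlation of 0.01, with camera at a correlation estimated from the libraries, and with fry. The 48 lists were drawn up from general knowledge and the pathways the paper names. The symbols and some fold changes of Tables S1 to S3 had been seen at that time. Named genes are those the paper names and the estrogen receptors, the 10 largest rises and falls per compound among called genes with a mean CPM of at least 5 and both treated libraries on one side of both controls, and up to 4 members with the smallest p of each list described.

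Alternatives tried were DESeq2 1.42.0 on 8 and on 4 libraries, edgeR on 4 libraries, RLE, upper-quartile and library-size scaling, no filter and a filter of 1 CPM in 2 libraries, an adjusted p under 0.05 with no fold minimum, a block for replicate number, and leaving out each library in turn. Levels at depths of 25103160 to 29670814 counts have a floor of 3 counts, or 0.0136 CPM over all libraries, and that floor covers counting error only. Genes with no counts in the control libraries are given as lower bounds.

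The steps were tested on simulated data with 200 changed genes. At a simulated log2 fold change of 1, 83.6% to 86.6% of these genes passed the test, and at 3, 97% to 100% were called. Of 14592 unchanged genes, 1 was called with E2 and 0 with PPT and DPN. All 20 lists with a planted shift of 0.5 passed with E2 and 0 of 48 unchanged lists did. Genes were drawn independently of each other, so this does not test the preset correlation where members vary together. The changed genes were few, none of them rare, and went up or down at random. In the data, 45.7% to 62.6% of the tested genes changed. Scaling under such broad changes, and the detection of changes in rare genes, were therefore not tested. The qPCR, cell count and protein measurements of the paper were not analysed here.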

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

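All the tests of explanations given here were chosen only after the results were seen.

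Stress programs that the paper does not describe separated E2 from the agonists. Targets of NRF2, which answers oxidative stress, rose with PPT (median 0.983, 28 of 33 higher and 2 lower, 28 and 2 adjusted over the list alone, adjusted p = 0.00536 with an estimated correlation) and with DPN (median 0.772, 24 of 33 higher and 5 lower, 24 and 6 adjusted over the list alone, adjusted p = 0.0107 with an estimated correlation). Genes of the unfolded protein response of the endoplasmic reticulum rose too, with PPT (median 1.102, 23 of 24 higher and 1 lower, 23 and 1 adjusted over the list alone, adjusted p = 0.00513 with an estimated correlation) and with DPN (median 0.82, 19 of 24 higher and 1 lower, 19 and 2 adjusted over the list alone, adjusted p = 0.00691 with an estimated correlation). Against the control, NRF2 targets fell with E2 (median -0.418, 4 of 33 higher and 23 lower, 4 and 23 adjusted over the list alone, adjusted p = 6.9e-05, and adjusted p = 0.0982 with an estimated correlation). Directly compared, NRF2 targets were lower with E2 than with PPT (median -1.341, adjusted p = 0.0153 with an estimated correlation) and than with DPN (median -1.109, adjusted p = 0.0187 with an estimated correlation).

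Low values in both shared controls, taken alone, would place E2 above the controls too, and near the agonists. E2 against the control was -0.418 for NRF2 targets and -0.03 for the unfolded protein response. E2 against an agonist, which does not use the controls, was no nearer 0 than -1.109 and -0.934. These medians argue against low controls as the only source for these lists. Low controls together with a fall with E2 cannot be told apart from rises with the agonists. The pattern was also picked for its gap to E2. One aberrant library is not a likely source, since the lowest median over 8 fits without 1 library was 0.623. Another share of DMSO in the PPT and DPN dishes cannot be told apart from the compounds, as the paper gives no shares and medians of 0.772 or more would be seen either way. What sets the agonists apart from E2 here remains open.

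ATF4 targets, of the amino acid stress response, fell with E2 (median -1.084, 4 of 29 higher and 23 lower, 4 and 23 adjusted over the list alone, adjusted p = 0.0302 with an estimated correlation) and were lower with E2 than with PPT (median -1.433, adjusted p = 0.0337 with an estimated correlation). Heat shock genes rose with E2 (median 0.542, 10 of 13 higher and 2 lower, 10 and 2 adjusted over the list alone, adjusted p = 0.0399 with an estimated correlation), as did extracellular matrix genes (median 0.913, 21 of 31 higher and 7 lower, 21 and 7 adjusted over the list alone, adjusted p = 0.0399 with an estimated correlation). Cholesterol synthesis genes rose with PPT (median 0.642, 19 of 24 higher and 2 lower, 20 and 2 adjusted over the list alone, adjusted p = 0.0287 with an estimated correlation).

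Hypoxia-induced genes were higher with E2 than with PPT (median 2.495, 33 of 34 higher and 0 lower, 33 and 0 adjusted over the list alone, adjusted p = 0.00397 with an estimated correlation) and with DPN than with PPT (median 0.704, 27 of 34 higher and 1 lower, 28 and 2 adjusted over the list alone, adjusted p = 0.00957 with an estimated correlation). Complement and coagulation genes (median 1.237, 42 of 57 higher and 6 lower, 42 and 6 adjusted over the list alone, adjusted p = 0.0153 with an estimated correlation) and acute-phase genes (median 1.918, 16 of 20 higher and 3 lower, 16 and 3 adjusted over the list alone, adjusted p = 0.0299 with an estimated correlation) were also higher with E2 than with PPT.

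For the hypoxia genes with E2, scaling could matter, as a few genes take a larger share of the E2 counts, but the lowest median over 4 scalings was 2.018. One aberrant or mislabelled library is unlikely, as the lowest median over 8 fits without 1 library was 2.102. The E2 dishes may also have differed in something else, such as a carrier of the water-soluble form, if it had one, or their oxygen supply, and this cannot be told apart from E2 itself, since the lower of both E2 libraries lay 2.1 above the control mean. Cells given such a carrier alone would separate these. The paper gives an RNA integrity number above 9 for its samples, but RNA quality stays open. Of 11 nuclear and mitochondrial RNAs listed as its signs, only 2 were tested. The others are mitochondrial genes with no entry in the counts. Both tested genes were higher with E2 (2 higher and 0 lower adjusted over the list alone, median 1.741, adjusted p = 0.00184, and adjusted p = 0.166 with an estimated correlation). With DPN 2 were higher too (median 0.903, adjusted p = 0.0604 for the list), and with PPT 1 was (median 0.22).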

How the results depend on the processing

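The alternatives were set in advance, and no test was chosen after its result here was seen, but the lists were drawn up when symbols and some fold changes of Tables S1 to S3 had been seen. Genes and lists were compared by whether they passed an adjusted p under 0.05, not by the paper's thresholds. Counts were compared within 1.5-fold. Of the results compared, 213 became weaker, 120 stronger, 16 counts moved and 1 reversed. The 23097 that stayed the same include results that passed in neither setting.

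Counts depended most on the thresholds. At an adjusted p under 0.05 without a fold minimum, in place of 0.01 with one, 4767 genes were higher and 4911 lower with E2, 3544 and 3518 with PPT and 3775 and 3727 with DPN. In direct comparisons 4647 and 4957 differed for E2 against PPT, 5040 and 4837 for E2 against DPN and 2947 and 2900 for DPN against PPT. With all 3 compounds, 1129 were higher and 1292 lower. With library size alone, 698 genes were lower with E2 (460 with TMM), and with DESeq2 on 4 libraries 39 were lower with DPN than with PPT (64 with edgeR). DESeq2 on 8 libraries kept 87.6% of the calls with E2, 87.9% with PPT and 90.2% with DPN. DESeq2 on 4 libraries kept 85.9%, 84.2% and 85.7%, and 66.5% of the calls of DPN against PPT.

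Among named genes, LRP10, E2 against control, reversed to -0.051 with library size alone. Of 144 list results, 33 became weaker with an estimated correlation, among them starch, sucrose and glycogen metabolism with E2 (adjusted p = 0.179), drug metabolism with E2 (0.0982), steroid hormone biosynthesis with PPT (0.187), homologous recombination with DPN (0.0624) and base excision repair with DPN (0.173). Fry asks whether the members of a list have a net change from 0, and does not set them against other genes. With 45.7% to 62.6% of the tested genes changed, it can pass for lists whose members went both ways. It made 57 of the 144 stronger, among them steroid hormone biosynthesis with E2 (adjusted p = 0.0241), drug metabolism with PPT (0.0152), nucleotide excision repair with DPN (0.0284), p53 targets with DPN (0.00662) and complement and coagulation with DPN (0.00172).

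Replicate numbers shared nothing across groups, with correlations of deviations from -0.064 to 0.023. With a replicate block, 1078 genes were higher and 445 lower with E2. Leaving a library out leaves its group with 1, assumed to vary like the others.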

Differences from the paper's values

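The alternatives were set before the counts were examined, and no test was chosen after its result here was seen, but the lists were drawn up when symbols and some fold changes of Tables S1 to S3 had been seen. No count or fold change that the paper states differed from the value here by more than its error or 1.5-fold.

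The adjusted p-values of PPARG, SOCS3 and IL6R differ. For PPARG the paper gives 2.3e-52 with E2, 1.15e-06 with PPT and 2.46e-11 with DPN, and the values here are 1.65e-16, 2.78e-07 and 7.56e-09. For SOCS3 the paper gives 1.76e-08 with E2 and 4.84e-13 with DPN, against 1.87e-06 and 2.98e-07. For IL6R the paper gives 5.26e-97 with PPT and 5.71e-194 with DPN, against 6.83e-18 and 5.02e-19. Of the alternatives, only PPARG with PPT without E2 1, E2 2, PPT 1, DPN 1 or DPN 2, and SOCS3 with E2 without PPT 1 or PPT 2, came within 1.5-fold. DESeq2 on 4 libraries did not.

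The paper's counts were 956 higher and 380 lower with E2, 242 and 397 with PPT and 254 and 271 with DPN. The nearest setting was DESeq2 on 4 libraries, with 987 and 386, 247 and 379, and 247 and 276. The paper states 3 replicates per group, while the means printed in its tables equal those of the 2 libraries per group analysed here.

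The paper describes no change of IL6R with E2. None was called here at its thresholds either, but a rise of 0.41 passed without the fold threshold (adjusted p = 0.000251, and 9.81e-05 to 0.0701 over the alternatives), though not with library size alone. The paper also states no difference of HIF1 or HIF2, where EPAS1 rose with E2 by 1.67, past the thresholds, and HIF1A with DPN by 0.32 (adjusted p = 0.000161), short of the fold threshold. The paper places complement and coagulation among the pathways raised by DPN. Of 57 genes of that list, 4 were called higher and 0 lower at the paper's thresholds, while the list did not pass here (adjusted p = 0.0965). Fry placed it lower (adjusted p = 0.00172), with 14 higher, 25 lower and a mean of -0.016. The paper places p53 signalling among the pathways lowered by all treatments. The list used here holds targets of p53 and leaves out mitotic genes of that KEGG pathway such as CCNB2, CDK1 and GTSE1, which were called lower with all 3 compounds. It did not pass with camera, while fry placed it lower with E2, PPT and DPN (adjusted p = 0.000895, 0.00845 and 0.00662).

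The paper states that E2 and PPT suppressed steroid hormone biosynthesis and drug metabolism. The lists of these pathways used here leave out the UDP-glucuronosyltransferases, which fell with E2 and PPT as a list of their own. The paper's terms came from enrichment among its called falls alone, while camera weighs all members of a list, so the answers can differ. At the paper's thresholds, 2 of 25 steroid hormone genes were lower and 3 higher with E2, and 4 lower and 6 higher with PPT. Of 34 drug metabolism genes, 6 were lower and 2 higher with E2, and 2 lower and 2 higher with PPT. Over all 15460 tested genes, 460 were lower and 1106 higher with E2, and 442 and 294 with PPT. Steroid hormone genes did not pass with E2 (adjusted p = 0.488) and ranked higher with PPT (adjusted p = 0.00139, and adjusted p = 0.187 with an estimated correlation). For these genes fry gave a net direction of higher with E2 (adjusted p = 0.0241). There 6 rose, 8 fell and the mean was 0.003, so this sets no direction for the list. Drug metabolism genes fell with E2 (adjusted p = 6.08e-05, and adjusted p = 0.0982 with an estimated correlation) but did not pass with PPT (adjusted p = 0.417). With PPT fry placed them higher (adjusted p = 0.0152), with 10 higher, 13 lower and a mean of 0.023. Nucleotide excision repair, which the paper lists as suppressed by DPN, did not pass with camera (adjusted p = 0.584). Fry placed it lower (adjusted p = 0.0284), with 6 higher, 8 lower and a median of 0.06.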

Other observations

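The test of the receptor response given here was chosen only after the result was seen.

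The estrogen receptor genes were hardly read in these cells. ESR1 had no counts in any library and ESR2 had 30 over all 8, so neither was tested. GPER1, a membrane receptor for estrogens, stood at 16.2 ± 0.0524 CPM in control cells, 21.8 ± 1.45 with E2, 6.14 ± 0.448 with PPT and 11.3 ± 1.32 with DPN. It fell with PPT, with a log2 fold change of -1.39 (standard error 0.14, adjusted p = 2.29e-09).

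Whether E2 may have set off a receptor response of the kind known from breast cancer cells is left open by these data. That ESR1, the gene of ERα, had no counts in any library argues against a response through ERα, but not through another receptor. Of 26 estrogen-induced genes, 13 were higher, 9 were lower and 4 did not pass the test (13 higher and 9 lower when adjusted over the list alone) with E2, and the list did not pass with camera (median 0.479, adjusted p = 0.0877). Fry, which does not set a list against other genes, placed it higher with E2 (adjusted p = 9.01e-05) and lower with PPT (0.00137) and DPN (0.0017). The lowest median over the compounds was -0.202, with PPT, and compared directly the list was higher with E2 than with PPT (adjusted p = 0.0113, and adjusted p = 0.108 with an estimated correlation) and than with DPN (adjusted p = 0.01, and adjusted p = 0.106 with an estimated correlation). GREB1, an estrogen-induced cofactor, gave 0.82 (adjusted p = 3.89e-11) with E2 and -0.79 (adjusted p = 2.5e-10) with PPT, and TFF1, a secreted trefoil peptide chosen after its values were seen, 3.26 (adjusted p = 1.61e-10) and -1.18 (adjusted p = 0.0177). Cells with GPER1 or ESR2 removed would show which changes need either receptor.

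ALB had the highest mean of any cell type marker, 20100 CPM with E2. Of 22 hepatocyte markers tested, 12 were higher, 6 were lower and 4 did not pass the test (12 higher and 6 lower when adjusted over the list alone) with E2 (adjusted p = 0.238), 10 fell and 3 rose (4 higher and 11 lower when adjusted over the list alone) with PPT (adjusted p = 0.000531, and adjusted p = 0.0803 with an estimated correlation) and 15 fell and 3 rose (3 higher and 15 lower when adjusted over the list alone) with DPN (adjusted p = 2.76e-05, and adjusted p = 0.0503 with an estimated correlation). They were higher with E2 than with PPT (adjusted p = 0.000336, and adjusted p = 0.0788 with an estimated correlation) and than with DPN (adjusted p = 1.89e-05, and adjusted p = 0.0658 with an estimated correlation). The list of fibroblast markers, with 3 tested, was lower with PPT (adjusted p = 0.011, and adjusted p = 0.179 with an estimated correlation) and with DPN (adjusted p = 0.00458, and adjusted p = 0.152 with an estimated correlation). Lists of metallothioneins and of interferon response genes did not pass with any compound by camera. By fry the interferon response genes were higher with E2 (adjusted p = 0.000136) and with DPN (0.00172). Leukocyte markers, with 5 tested, were lower with PPT too (adjusted p = 0.00373, and adjusted p = 0.103 with an estimated correlation). Above 5 CPM were 4 of 11 leukocyte markers, 5 of 11 other epithelial markers and 1 of 9 endothelial markers, with LYZ at 1510 CPM and SOX9 at 409 CPM with E2. ACTB, a common reference gene for qPCR, gave 0.36 (adjusted p = 1.34e-05) with E2 on the log2 scale, but 0.13 (adjusted p = 0.0548) with library size alone, and its adjusted p ran from 3.63e-09 to 0.0548 over the alternatives. It gave 0.13 (adjusted p = 0.0808) with PPT (0.0299 to 0.31 over the alternatives) and 0.12 (adjusted p = 0.126) with DPN (0.021 to 0.455).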
